# Transcription factor Zfp276 drives oligodendroglial differentiation and myelination by switching off the progenitor cell program

**DOI:** 10.1093/nar/gkac042

**Published:** 2022-02-07

**Authors:** Tim Aberle, Sandra Piefke, Simone Hillgärtner, Ernst R Tamm, Michael Wegner, Melanie Küspert

## Abstract

In oligodendrocytes of the vertebrate central nervous system a complex network of transcriptional regulators is required to ensure correct and timely myelination of neuronal axons. Here we identify Zfp276, the only mammalian ZAD-domain containing zinc finger protein, as a transcriptional regulator of oligodendrocyte differentiation and central myelination downstream of Sox10. In the central nervous system, Zfp276 is exclusively expressed in mature oligodendrocytes. Oligodendroglial deletion of Zfp276 led to strongly reduced expression of myelin genes in the early postnatal mouse spinal cord. Retroviral overexpression of Zfp276 in cultured oligodendrocyte precursor cells induced precocious expression of maturation markers and myelin genes, further supporting its role in oligodendroglial differentiation. On the molecular level, Zfp276 directly binds to and represses Sox10-dependent gene regulatory regions of immaturity factors and functionally interacts with the transcriptional repressor Zeb2 to enable fast transition of oligodendrocytes to the myelinating stage.

## INTRODUCTION

Ensheathment of neuronal axons by myelinating oligodendrocytes (OLs) is a prerequisite of fast conduction of action potentials in the vertebrate central nervous system (CNS). Oligodendrocyte progenitors (OPCs) are generated from neural precursors of the ventricular zone. Regulation of their proliferation, migration and terminal differentiation relies on the concerted action of several transcriptional regulators, miRNAs and chromatin remodelers (1,2). A key transcriptional regulator of OL development, Sox10, is expressed throughout the oligodendroglial lineage and acts in both, the OPC and OL state, by activation of stage specific gene expression (3,4). To allow proper lineage progression from the OPC to the OL stage, the differentiation program has to be switched on and the proliferation program has to be switched off. Only few transcription factors were identified until now that fulfill the latter task. Therefore, we searched for potential transcription factors that are induced in OLs at the onset of terminal differentiation and are able to switch off the OPC program by direct transcriptional repression of immaturity factors. For initial candidate selection, we screened published RNA expression data sets and ChIP-Seq data sets (5–7) for genes with active chromatin marks and Sox10 binding sites in the CNS as well as enriched mRNA expression in oligodendrocytes. An additional criterion was predicted or verified nuclear localization of the encoded protein according to the UniProt database (http://www.uniprot.org/).

Preliminary qRT PCR and in situ hybridization experiments pointed to the zinc finger protein Zfp276 as a nuclear factor induced in OLs upon terminal differentiation. Zfp276 belongs to the subclass of ZAD (Zinc finger-associated domain) zinc finger proteins and represents the only member of this class in the vertebrate subphylum (8). In contrast to vertebrates, ZAD zinc finger proteins represent the largest group of transcription factors in insects such as Drosophila melanogaster and act as important developmental regulators (9,10).

Using a conditional Zfp276 knockout mouse (Zfp276cko) model, we found that loss of Zfp276 in the OL lineage leads to transiently delayed differentiation and myelination. Forced expression of Zfp276 in primary (1°) rat oligodendroglial cells (OGCs) induced premature expression of maturation markers and myelin genes. We furthermore showed that Zfp276 is a direct target of Sox10 and counteracts the Sox10-dependent activation of regulatory regions of OPC-related genes by directly binding to the regions. Zfp276 therefore antagonizes the activation of immaturity factors by Sox10 during early steps of OL differentiation and therefore shuts off the proliferation program to enable timely OL differentiation and proper onset of myelination.

## MATERIALS AND METHODS

### Transgenic mice

An ES cell clone carrying a Zfp276 knockout ready allele was used to create Zfp276 transgenic mice (Zfp276tm1a, Eucomm Consortium). 

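Zfp276, listed by this symbol in the count files of the study, lies on chromosome 8 of mm10 from 123254195 to 123269745 on the plus strand in the GENCODE annotation. Its transcript for the full-length protein has 11 exons and 4071 nt, of which 1842 nt code for 614 amino acids. Exon 1 (123254195 to 123254923) holds 69 whole codons. Exons 2 to 5 run from 123255707 to 123258389 and add up to 877 nt, or 21.5% of the transcript. Division of this length by 3 leaves a remainder of 1, so that a transcript that joins exon 1 to exon 6 leaves the reading frame. Its open reading frame holds 72 amino acids. Of these, 69 are identical with the start of Zfp276, and the stop codon begins at position 9 of exon 6, counted from 1 at the exon's first base. The paper states that at most 60 amino acids of Zfp276 remain, and the source of this difference was not tested. Exon 1 and exons 6 to 11 remain in the recombined allele and hold 78.5% of the transcript, so a count per gene includes their reads with or without recombination. The last exon (123267770 to 123269745) overlaps Fanca on the opposite strand over 1446 nt, from 123268300 to 123269745.

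**Figure D1:**
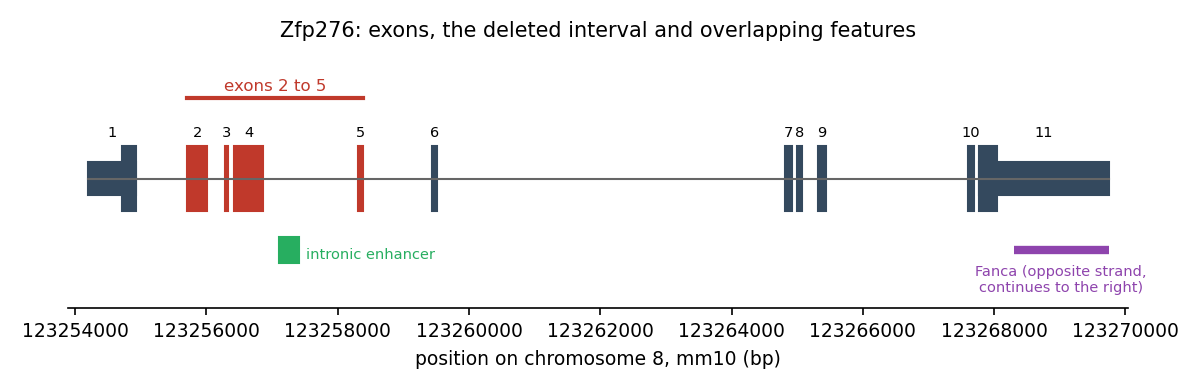
Map of Zfp276 on chromosome 8 of mm10 (x axis, position in bp) with its 11 exons, the interval from the start of exon 2 to the end of exon 5, and the features that overlap the gene. Exons 2 to 5 lie between 123255707 and 123258389, and the overlap with Fanca covers 1446 nt of the last exon.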

Crossing these with mice encoding the FLPer recombinase deleted the FRT-flanked neomycin cassette and resulted in a conditional *Zfp276* allele, in which exons 2 to 5 are flanked by loxP-sites (*Zfp276^fl^*). *Sox10::Cre*-mediated (11) recombination of this allele leads to Zfp276 functional deletion in OGCs of the CNS (Zfp276cko). In mice used for 1° mouse OPC culture, an additional *Rosa26^stopfloxtdTomato^*allele (12) was crossed in for identification of Zfp276cko newborn mice. For a CNS-specific Sox10 knockout, *Sox10^fl/fl^* mice (13) were crossed with mice carrying a *Brn4::Cre* allele (14). Genotyping was performed under standard conditions with the primers shown in Supplementary Table S1. Transgenic and control mice were on a mixed C3H x C57Bl/6J background and kept under standard housing conditions with 12 h light–dark cycles and continuous access to food and water, according to animal welfare laws. Both male and female mice were used for analysis.

### Plasmids

For luciferase assays pCMV5-based eukaryotic expression plasmids encoding *Sox10*, *Zeb2/Sip1* and *Zfp276* open reading frames were used. The Sox10 expression vector was described before (15). Expression plasmids for Zfp276 were generated by cloning the coding sequence of either full-length murine Zfp276 (NM_020497.2), or fragments encoding the amino acids 1 to 230 (Nterm), 206 to 433 (Mfrag), or 409 to 614 (Cterm) via BglII/XbaI into pEGFP-C1 (Clontech) or pCMV5. For Zeb2/Sip1 expression plasmids, the Zeb2/Sip1 coding sequence (NM_015753.3) and an N-terminally located 6xmyc tag were inserted into pCMV5 via ClaI/XbaI. For retroviral production, an N-terminally located, myc tag encoding linker region was cloned into the CAG-IRES-EGFP vector via BglII/BamHI sites (16), and the full-length Zfp276 coding sequence was subsequently added in the same reading frame via BglII/BamHI sites. Luciferase reporter constructs with gene regulatory regions from *Wnt7a*, *Id4*, *Tgfb2*, *Cspg4*, *Mag*, *Mbp* and *Plp1* were described before (17–20). The *Zfp276* intronic enhancer and the *Id2* ECR-27kb enhancer were identified using the ECR Browser (https://ecrbrowser.dcode.org/). The luciferase reporter constructs containing the *Zfp276* intronic enhancer (Mm10 chr8:123,257,111–123,257,410) and the *Id2* ECR-27kb (Mm10 chr.12: 25,124,439–25,124,719) were created by PCR amplification of these evolutionary conserved regions from mouse genomic DNA and insertion into the pTATAluc reporter plasmid (21) via KpnI/XhoI or KpnI/NheI sites. 

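The Zfp276 intronic enhancer comprises 300 bp, begins 2916 bp downstream of the start of Zfp276 and lies in intron 4, between exon 4 (123256419 to 123256865) and exon 5 (123258311 to 123258389). It therefore lies between the exons that are flanked by loxP sites in the Zfp276fl allele. An annotated shorter transcript of Zfp276 ends in this intron at 123257636 and contains the region. The reference sequence of the plus strand, taken from this transcript, is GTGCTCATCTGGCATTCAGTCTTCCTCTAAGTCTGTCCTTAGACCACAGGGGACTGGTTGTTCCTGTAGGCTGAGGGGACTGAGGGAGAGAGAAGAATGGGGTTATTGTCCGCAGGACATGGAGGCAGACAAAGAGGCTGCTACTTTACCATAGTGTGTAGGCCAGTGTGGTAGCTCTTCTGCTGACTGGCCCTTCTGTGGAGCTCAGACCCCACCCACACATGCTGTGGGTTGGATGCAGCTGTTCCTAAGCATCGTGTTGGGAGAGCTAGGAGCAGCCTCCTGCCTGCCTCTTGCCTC, with a GC content of 55.3%. The Id2 ECR-27kb comprises 281 bp and overlaps no annotated gene. Id2 lies on the minus strand of chromosome 12 from 25093799 to 25097140, and 27299 bp separate its start from the nearest end of the ECR-27kb. The sequence of the ECR-27kb was not used here.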

The dim-luc luciferase plasmid was previously described (17). Into this plasmid, an optimized W-1 site (W-1 opti) as well as a non-binding W-1 site, where crucial positions 1–3 were mutated (W-1 mut), were introduced downstream of the dimeric Sox10 binding site from the *Mpz* promoter (C-C’) (21) via SacI/KpnI sites. For knockdown experiments, pSuper-Neo-GFP plasmids were used that express Sox10-specific shRNA or scrambled control shRNA (19).

### Cell culture, transfections and viral transduction

N2a neuroblastoma, HEK293T (both from obtained from ATCC, CCL-131 and CRL-1573, respectively) and Oln93 cells (gift of C. Richter-Landsberg) (22) were kept in high glucose DMEM (Gibco, 11965092), supplied with 10%FCS (Gibco, 10500064) and Pen/Strep (Gibco, 15140122). The oligodendroglial CG4 cell line (23) was grown in serum-free SATO (with T3 (Sigma, T6397) and T4 (Sigma, T1775)) (24) or basal medium (DMEM-F12 (Gibco, 11320033) with N2 (Gibco, 17502048), B27 (Gibco, 17504044), 0.01% BSA (Life technologies, 15260) and 100 U/ml Pen/Strep) in the presence of PDGF-AA and bFGF (PeproTech, 100–13A and 100–18B) (25,26), and differentiation was induced by replacement of mitogens with 20 pg/ml CNTF (PeproTech, 450-50).

1° OGCs were obtained from dissected forebrain of either newborn Wistar rats or P0-P3 transgenic and control mice via mixed glial cultures and subsequent shake-off and microglial depletion (27,28). For proliferation, 1° rat OGC cultures seeded on poly-ornithine (Sigma, P3655) coated cell culture dishes were kept in basal medium, supplemented with 10 ng/ml PDGF-AA and 10 ng/ml bFGF. To induce differentiation, medium was changed to SATO medium containing T3, T4 and 20 pg/ml CNTF. 1° mouse OGCs were seeded on poly-d-lysine (Sigma, P6407) and laminin (Sigma, L2020) coated cell culture dishes and kept in the proliferative basal medium supplied with 10 ng/ml PDGF-AA and 10 ng/ml bFGF. Mouse OGCs were differentiated by replacing mitogens with 20 pg/ml CNTF.

Retroviruses were produced by transient transfection of HEK293T cells with Lipofectamin2000 (ThermoFisher, 11668019) and either CAG-myc-IRES-EGFP or CAG-myc-Zfp276-IRES-EGFP plasmids. Retroviruses were enriched by ultracentrifugation and used for transduction. 1° rat OGCs and CG4 cells were transduced at a MOI of 1, and CG4 cells were sorted for EGFP fluorescence prior to ChIP and qRT PCR experiments. After transduction, 1° OGCs were kept in basal medium supplied with bFGF and PDGF-AA for 1 day, and medium was subsequently changed to SATO medium supplied with 20 pg/ml CNTF, in which the cells were kept for up to 6 days with replacement of half the medium on every other day.

For luciferase assays in N2a cells, 0.5 μg of luciferase reporter construct and 0.275 μg pCMV5-based expression plasmids were transfected using 2 μl of Superfect reagent (Qiagen, 301305) according to the manufacturer's instructions in 24-well plates. Overall plasmid amounts were kept constant. The luciferase assay has been described in detail before (29).

### Immunoprecipitation studies

For protein interaction studies, whole cell lysates were produced from transfected HEK293T cells as described (29). Proteins of interest were precipitated with mouse a-myc antibody (Cell Signaling, 9E11), rabbit anti-Zfp276 antiserum (selfmade) or rabbit anti-Sox10 antiserum (selfmade). Precipitation experiments were performed with Protein A-Sepharose beads (G&E Healthcare, 17–0780-01). Proteins were eluted by adding Laemmli sample buffer to a final concentration of 50 mM Tris-HCl, 2% SDS, 1% β-mercaptoethanol, 10% glycerin, 0.1% bromophenol blue and heating for 5 min at 95°C prior to electrophoretic separation on 8–10% SDS-polyacrylamide gels. After western blotting on nitrocellulose membranes, proteins were detected via Luminol (Sigma, A4685) chemiluminescence using the following antibodies: mouse anti-myc (Cell Signaling, 9E11, 1:4000 dilution), rabbit anti-Zfp276 antiserum (self-made, 1:2000 dilution), rabbit anti-Sox10 (self-made, 1:4000 dilution), mouse anti-GFP (Roche, 11814460001, 1:4000 dilution), goat anti-mouse-HRP (KPL, 074–1506, 1:2000 dilution), Protein A-HRP conjugate (Zymed, 1:2000 dilution).

### Immunohistochemistry, immunocytochemistry, *in situ* hybridization and proximity ligation assay

Immunohistochemistry and *in situ* hybridization were performed on 10 μm thick transverse mouse spinal cord sections at forelimb level and coronal mouse brain sections (Bregma −0.5 to +0.5). Mice were killed, and tissue fixed in either 2% (for Zfp276 staining) or 4% paraformaldehyde. Tissue was dehydrated in 30% sucrose and frozen in TissueTek Freezing Medium (Leica). DIG-labeled antisense ribonucleotide probes against *Mbp* and *Plp1* were used for *in situ* hybridization and detected on a Leica MZFLIII stereomicroscope equipped with an Axiocam (Zeiss). For immunohistochemistry, the antibodies and antisera shown in Supplementary Table S2 were used (19,30–32).

For immunocytochemistry, cells were fixed with either 2% or 4% paraformaldehyde. Primary antibodies are listed in Supplementary Table S2. The Zfp276 antibody was generated by immunizing rabbits with a bacterially expressed, purified protein fragment spanning amino acids 260 to 423 of mouse Zfp276 (accession number NP_065243.2). The guinea-pig anti-Myrf antiserum was generated by immunizing guinea-pigs with a bacterially expressed, purified peptide corresponding to amino acids 1 to 184 of mouse Myrf (accession number Q3UR85.2).

For proximity ligation assays, CG4 cells were transfected with pCMV5-myc-Zeb2 using Xfect transfection reagent (Takara Biotech, 631318) according to the manufacturer’s instruction and treated with 2% paraformaldehyde after 3 days under differentiating conditions. The Duolink Proximity Ligation Kit (Sigma-Aldrich, DUO92102) was used according to the manufacturer’s instruction with mouse anti-myc antibody and anti-Zfp276 antiserum (Supplementary Table S2). After the proximity ligation assay, the cells were stained with the anti-myc antibody and anti-Zfp276 antiserum with appropriate donkey-raised Alexa488- and Cy5-coupled secondary antibodies.

Secondary antibodies were coupled to Alexa488 (Molecular Probes, dilution 1:500), Cy3, Cy5 or AMCA (all Dianova, dilution 1:200) raised in donkey. Nuclei were stained with DAPI, unless AMCA-coupled secondary antibodies were used. Sections were analyzed and documented on a Leica DMI 6000B inverted microscope (Leica) equipped with a DFC 360FX camera (Leica).

### Electron microscopy

Spinal cords of control and Zfp276cko mice were dissected at P7 and P30 and transferred to cacodylate-buffered 2.5% paraformaldehyde and 2.5% glutaraldehyde containing fixative. Subsequently tissue was incubated in cacodylate-buffered 1% osmium ferrocyanide, dehydrated, embedded in Epon resin, sectioned transversely, and stained with uranyl acetate and lead citrate. 50 nm sections were examined with a Zeiss Libra electron microscope (Carl Zeiss, Inc.). From electron microscopic pictures, *g*-ratios and number of myelinated axons were determined.

### Electrophoretic mobility shift assay

Electrophoretic mobility shift assays (EMSAs) were performed using ^32^P-labeled double-stranded oligonucleotides (Supplementary Figure S3D) as described (15). An amount of 0.05 μg salmon sperm DNA (Sigma, D1626), sheared to 100–400 bp fragments, was used as an unspecific competitor and the probes were either incubated without cell lysate, with control HEK293T lysates (obtained from cells transfected with EGFP vector or empty pCMV5) or myc-Cterm- or EGFP-Cterm-containing whole cell lysates. For super-shift,1 μl of a rat anti-GFP antibody (Nacalai Tesque, 04404–84, Lot No. M7E5845) was preincubated with cell extracts for 20 min prior to addition of the labelled probes.

### qRT PCR analysis

RNA was harvested from cultured 1° rat or mouse OGCs and CG4 cells (either in undifferentiated state or after 1–6 days in differentiation medium) using the Qiagen RNeasy Micro kit (Qiagen, 74004) and Sox10cko spinal cord using Trizol (Invitrogen, 15596026). After reverse transcription of cDNA with an oligo-dT primer and M-MuLV reverse transcriptase (NEB), quantitative PCR was performed using PowerUp SYBR Green Mastermix (Thermo Fisher Scientific, A25743) with primers shown in Supplementary Table S3. All samples were processed as technical triplicates. Data were analyzed by the ΔΔCt method.

### Chromatin immunoprecipitation

Transduced and EGFP-sorted CG4 cells were cross-linked with 1% paraformaldehyde at room temperature, and chromatin was sheared to fragments of 150–400 bp with a Bioruptor (Diagenode). Subsequently, sheared chromatin was precleared and incubated with either mouse anti-myc (Cell Signaling, 9B11), mouse total IgG, self-made rabbit anti-Zfp276 antiserum, self-made rabbit anti-Sox10 antiserum (31) or the corresponding rabbit pre-immune sera. BSA-blocked Protein A-Sepharose beads (GE Healthcare, 17–0780-01) were used to precipitate chromatin-protein complexes. Crosslinking was reversed via incubation at 65°C for 2 h with proteinase K digestion (Roche, 03115844001), and DNA was purified with the NucleoSpin Gel and PCR cleanup Kit (Macherey-Nagel). Eluted DNA was then used for quantitative PCR, in which the ΔΔCt method was used to calculate the percent recovery of a specific DNA region from the total input. The primers shown in Supplementary Table S4 were used for amplification and detection in q-PCR. Each experiment was performed in three biological replicates.

### RNA-Seq and bioinformatic analysis

Total RNA was isolated from two independent preparations per genotype of three days *in vitro* differentiated (3ddiff) 1° mouse OGC cultures, and each derived from three Zfp276cko mice or three ctrl mice at P2-P4. RNA was isolated using the RNeasy Micro Kit (Qiagen), and RNA samples were treated with DNaseI to remove contaminating DNA. Quality and purity of samples were evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies Germany). An amount of 100 ng total RNA were used for library preparation (Ilumina TrueSeq Stranded mRNA Kit). Approximately 27 million reads were generated per library using an Illumina Hiseq 2500 platform sequencer (Next Generation Sequencing Core Facility, FAU Erlangen-Nürnberg) and mapped onto mouse genome mm10 using STAR (version 2.5.4.a). Unique mappings were detected using HTSeq count based on ENSEMBL Gene identifier Version 75. Statistical analysis was carried out using DESeq2 R Version 1.18.1. Gene expression values are deposited in GEO under accession number GSE181044. To identify changes in gene expression upon loss of Zfp276 and potential Zfp276 target genes, a list of differentially expressed genes was generated, which displayed a base mean of ≥20, were regulated with a log_2_-fold ≥0.6 and a adjusted *P*-value of ≤0.05. Gene ontology (GO) analysis of differentially regulated genes was performed using the Gene Ontology enrichment, analysis and visualization tool GOrilla (http://cbl-gorilla.cs.technion.ac.il/) in combination with semantic clustering by REViGO for removal of redundant GO terms (http://revigo.irb. hr/) (33). The Gene Set Enrichment Analysis (GSEA) tool from the Broad Institute (http://software.broadinstitute.org/gsea/index.jsp) was used to detect global changes in gene signatures upon loss of Zfp276.

### Quantifications and statistical analysis

Results from independent animals, experiments or separately generated samples were treated as biological replicates. Sample size was *n* ≥ 3 for all mice and molecular biology experiments except for RNA-Seq experiments. Exact sample sizes are given for each experiment. Investigators were not blinded in animal experiments. Fluorescence intensities were quantified using Fiji ImageJ software (W.S. Rasband, U.S. National Institutes of Health, Maryland, USA). GraphPad Prism7 (GraphPad software, La Jolla, CA, USA) was used for statistical testing using two-tailed Student’s *t* tests and analysis of variance (ANOVA) to determine differences in cell or axon numbers, *g*-ratios, luciferase activity, band intensities, transcript level or immunoprecipitated DNA (*P ≤ 0.05; **P ≤  0.01, ***P ≤ 0.001). Variance between statistically compared groups was similar.

## RESULTS

### In the CNS Zfp276 is exclusively expressed in differentiating and myelinating OLs

For initial analysis of the Zfp276 expression pattern in the murine CNS, we generated Zfp276-specific antisera directed against amino acids 260–423 of mouse Zfp276 and corresponding to the unique region between the ZAD domain and the pentameric C2H2 zinc fingers. We furthermore focused our analysis on the spinal cord as a model region of the CNS in which oligodendroglial development is regularly studied. Immunohistochemical staining was performed at different embryonic and postnatal ages to detect the cell type- and stage-specific expression pattern of the Zfp276 protein. Interestingly, no staining in any cell type of the spinal cord could be detected before the start of terminal OL differentiation, which takes place at around 18.5 dpc (Figure 1A, G). At this age, the first Zfp276-positive cells were found in the prospective white matter regions (Figure 1B, H). All of them co-expressed the pan-oligodendroglial marker Sox10. In contrast, Zfp276-specific staining was not observed in Gfap-positive astrocytes, NeuN-positive neurons or Iba1-positive microglia (Figure 1M–G′). However, only 11% of all Sox10-expressing OGCs showed staining for Zfp276. Zfp276-positive cells co-expressed the differentiation-associated transcriptional regulator Myrf and the early myelin protein Mbp at P1, but not the OPC marker Pdgfra, identifying them as differentiating OLs (Figure 1N–P, U–W, B′–D′). This was also the case in exemplary white and gray matter regions of the mouse forebrain at P7, when oligodendrocyte development is in a comparable stage as in the perinatal spinal cord. Both in the corpus callosum as well as in the cortex, Zfp276-positive cells overwhelmingly co-express Sox10 (Supplementary Figure S1A, H), the OL maturity marker Myrf and the myelin protein Mbp (Supplementary Figure S1C, D, J, K) but not the OPC marker Pdgfra (Supplementary Figure S1B, I). No cells were found to co-express Zfp276 with the astroglial, neuronal or microglial markers GFAP, NeuN and IbaI (Supplementary Figure S1E–G, L–N). This strongly supports a CNS-wide restriction of Zfp276 to mature myelinating oligodendrocytes.

**Figure 1.**
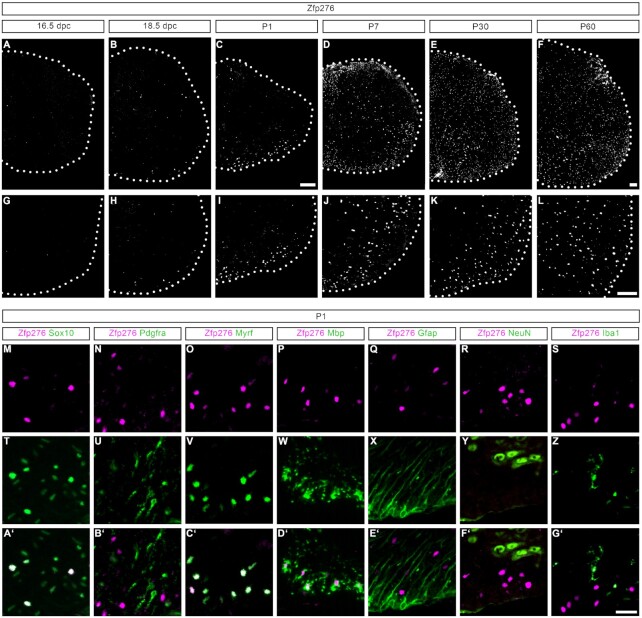
Cell type-specific expression of Zfp276 in differentiating OLs. (**A–L**) Representative immunohistochemical stainings of transverse spinal cord sections from wild-type mice starting at 16.5 days post-coitum (dpc) until postnatal day P60 using anti-sera directed against Zfp276. Panels (A–F) show half a transverse spinal cord section placed on a black background, (G–L) show higher magnification of the ventral white matter; scale bar: 100 μm. (**M–G'**) Representative immunohistochemical stainings of transverse spinal cord sections from wild-type mice at postnatal day 1 (P1) showing co-stainings of Zfp276 (magenta, M–S) with different cell type-specific markers (green, T–Z) and the respective merged channels (overlay white, A’–G’): Sox10 (M, T, A’) Pdgfra (N, U, B’), Myrf (O, V, C’), Mbp (P, W, D’), Gfap (Q, X, E’), NeuN (R, Y, F’) and Iba1 (S, Z, G’); scale bar: 25 μm.

During the peak period of OL differentiation and spinal cord myelination in the early postnatal spinal cord, the number of Zfp276-positive cells increased steadily to 87% of all oligodendroglial cells at P30 (Figure 1C–E, I–K and Supplementary Figure S1O). The percentage of Zfp276-positive OLs was maintained at high levels in the adult spinal cord (Figure 1F, L and Supplementary Figure S1O). Timing, spatial occurrence and marker colocalization all point to specific functions of Zfp276 during OL differentiation. We additionally performed qRT-PCR analyses on mRNA samples derived from 1° mouse and rat OGC cultures in proliferative and differentiating conditions as well as from the oligodendroglial CG4 cell line. In all three, *Zfp276* transcripts robustly increased upon induction of terminal differentiation and expression remained high at 3 days (3ddiff) and 6 days of differentiation (6ddiff) (Supplementary Figure S1P–R). Immunocytochemical co-staining on 6ddiff rat 1° OGC cultures confirmed that only Mbp-positive mature OLs showed intense signals for Zfp276 (arrows), whereas Mbp-negative OGCs were also negative for Zfp276 (arrowhead) (Supplementary Figure S1S, T). Therefore, 1° OGC cultures derived from early postnatal forebrain tissue recapitulate the induction of Zfp276 upon OL differentiation seen *in vivo* in the mouse spinal cord.

### Forced expression of Zfp276 in 1° rat OGCs induces premature differentiation *in vitro*

To elucidate Zfp276 functions during OL differentiation, we first analyzed the effects of gain of function of Zfp276 in 1° rat OGC cultures. 1° rat OGCs were transduced with an EGFP only virus (ctrl) or a Zfp276-IRES-EGFP (Zfp276oe) virus. Transduction rates for both viruses were comparable at nearly 70% of all Sox10-positive cells (Figure 2A). Immunocytochemical staining was performed for the early maturation marker O4 at 3ddiff and the mature myelin protein Mbp in combination with Sox10 and EGFP at 3dprol, 3ddiff and 6ddiff. Interestingly, transduction with Zfp276-IRES-EGFP virus led to a 2-fold increase of O4-positive transduced OLs at 3ddiff (ctrl set to 100% ± 10%, Zfp276oe = 188% ± 4%) (Figure 2B, D, E). The number of Mbp-positive transduced OLs was also strongly increased upon forced expression of Zfp276 under conditions that favor OL differentiation (3ddiff: ctrl set to 100% ± 8%, Zfp276oe = 230% ± 22%, 6ddiff: ctrl set to 100% ± 10%, Zfp276oe = 210% ± 2%) (Figure 2C, F, I, J). Forced expression of Zfp276 furthermore led to more elaborate cell processes, visible in a 1.7-fold higher ramification index by Sholl analysis at 6ddiff (ctrl set to 100% ± 9%, Zfp276oe = 166% ± 3%) (Figure 2G). This is indicative of a more differentiated state. The observed increase in differentiating cells was counterbalanced by a decrease in Pdgfra-positive OPCs at 3ddiff (ctrl set to 100% ± 10%, Zfp276oe = 63% ± 2%) (Figure 2H). Interestingly, precocious Zfp276 expression was even able to induce Mbp expression under proliferative conditions (Figure 2K). Concomitantly with the effects on differentiation the number of transduced OGCs expressing phosphohistone H3 as a marker of mitotic cells was significantly reduced upon expression of Zfp276 under proliferating conditions (ctrl set to 100% ± 19%, Zfp276oe = 41% ± 11%) (Figure 2L). No effects were observed on cell survival as judged by cleaved Caspase3-positive OGC numbers at 3dprol (Figure 2M). However, OPC marker expression was substantially reduced in CG4 cells upon overexpression of Zfp276. At 1ddiff, forced Zfp276 expression led to strongly reduced transcript levels of *Id2*, *Id4*, *Tgfb2*, *Cspg4* and *Pdgfra* as OPC maintenance and proliferation genes (36–68% of ctrl, Figure 2N). Our results therefore point to a faster transition into the post-mitotic mature OL stage and to Zfp276 as a positive regulator of OL differentiation.

**Figure 2.**
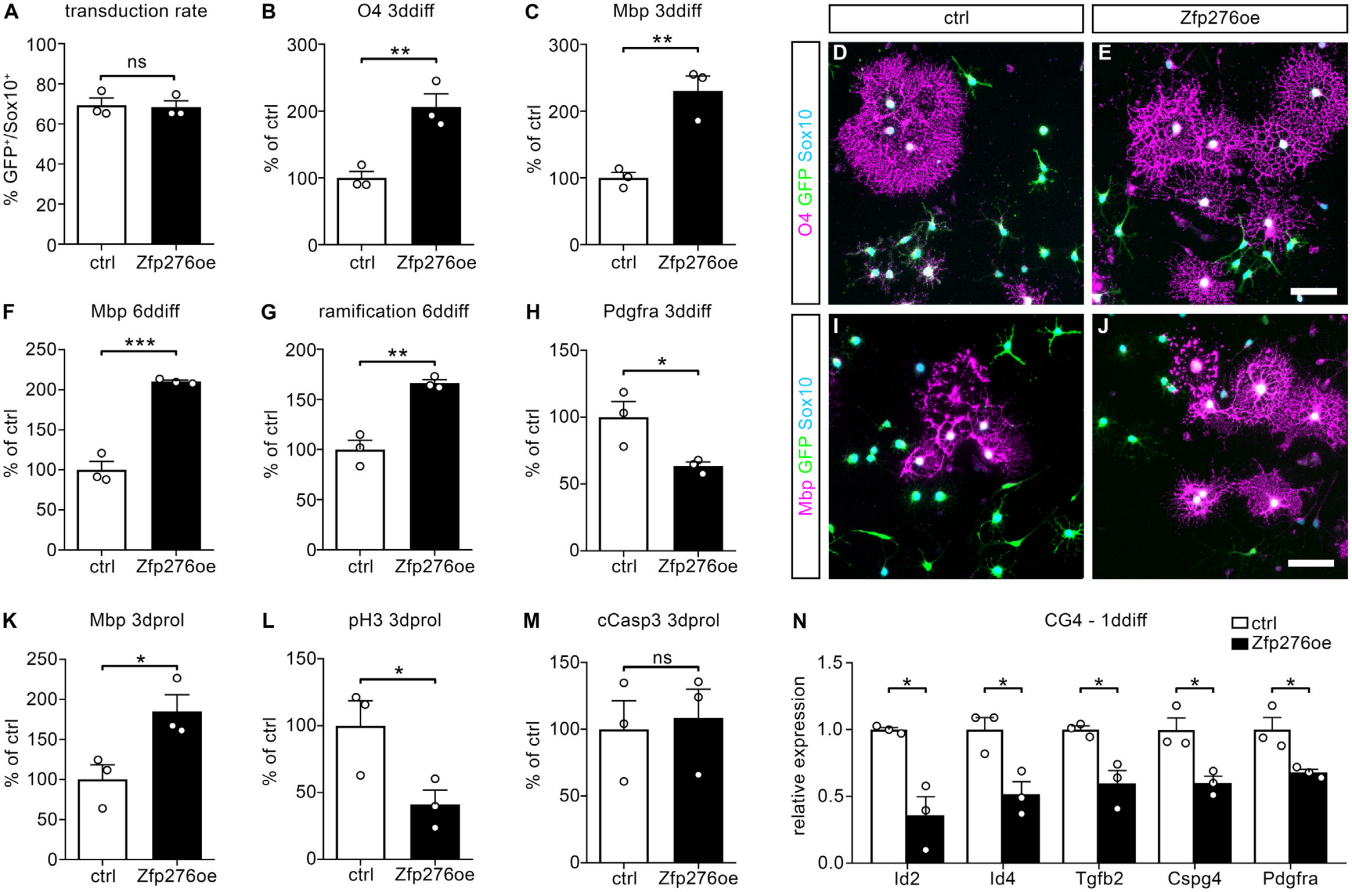
Forced expression of Zfp276 in 1° rat OGCs induces premature differentiation. 1° rat oligodendroglial cells (OGCs) were transduced with an EGFP only virus (ctrl, white bars) or a Zfp276-IRES-EGFP virus (Zfp276oe, black bars). (**A**) Quantification of transduction rates as percent of EGFP/Sox10-double-positive OGCs per total number of Sox10-positive cells (**B, C, F, H**). Quantification of O4- (B), Mbp- (C, F) or Pdgfra- (H) positive oligodendrocytes (OLs) of ctrl or Zfp276oe 1° rat OGCs at 3 or 6 days of differentiation (3ddiff: B-C, H, 6ddiff: F). Number of O4-, Mbp- or Pdgfra-positive transduced OGCs was divided by the total number of Sox10-positive cells and the mean value of the control set to 100% (mean values ± SEM). (**D, E, I, J**) Representative images of 3ddiff (D, E) and 6ddiff (I, J) 1° rat OLs stained for O4 (magenta, D, E) or Mbp (magenta, I, J), EGFP (green) and Sox10 (cyan), transduced with a ctrl (D, I) or Zfp276oe (E, J) retrovirus; scale bar: 50 μm. (**G**) Cell process morphology of transduced OGCs after 6ddiff and stained for Mbp was assessed using an ImageJ software plugin for Sholl analysis and the ramification index of ctrl cells was set to 100% (mean values ± SEM). (**K–M**) Quantification of Mbp- (K), phosphohistone-3 (pH3)- (L) or cleaved Caspase3 (cCasp3)- (M) positive OGCs after 3 days in proliferating conditions (3dprol). Number of marker-positive OGCs were divided by the total number of Sox10-positive cells and the mean value of the control was set to 100% (mean values ± SEM). (**N**) qRT-PCR was performed on total RNA isolated from virally transduced and FACS-purified oligodendroglial ctrl and Zfp276oe CG4 cells using specific oligonucleotides for transcripts of immaturity markers *Id2, Id4, Tgfb2, Cspg4* and *Pdgfra*. Expression levels were normalized to *Gapdh* and *Rpl8*. Ctrl values were arbitrarily set to 1 and relative expression was presented as mean values ± SEM. Statistical analysis was performed with Student’s two-tailed *t*-test (* *P*≤ 0.05, ** *P*≤ 0.01, *** *P*≤ 0.001).

### Conditional deletion of Zfp276 in the OL lineage leads to a transient delay in OL maturation and myelination

We next analyzed OL lineage progression in the spinal cord of mice carrying an OL-specific Zfp276 deletion. For this purpose, we used a conditional *Zfp276* allele in which exons 2–5 are flanked by loxP sites (*Zfp276^fl^*) (Supplementary Figure S2A). Cre-mediated deletion leads to loss of the ZAD-encoding region of the mRNA and introduction of a frameshift with generation of an early stop codon in exon 6. Therefore, the recombined allele is at most able to generate a protein consisting of the N-terminal amino acids 1–60 and lacking the ZAD domain and all five C2H2 zinc fingers. The conditional *Zfp276^fl^* allele was combined with a *Sox10::Cre* BAC transgene that is active in OGCs from the OPC stage (11), and specific generation of the Zfp276^Δ^ allele only in mice carrying the Cre transgene was verified by allele-specific genotyping PCRs (Supplementary Figure S2B). Comparative staining of spinal cord tissue from Zfp276^fl/fl^ Sox10::Cre mice (Zfp276cko) and Zfp276^fl/fl^ mice (ctrl) with antibodies directed against Zfp276 at P1 argued that a recombination rate of 70% was achieved (Supplementary Figure S2C–E).

To test the function of Zfp276 in the OL lineage *in vivo*, we analyzed OGC marker expression in the spinal cord at different postnatal stages. At all analyzed ages overall OGC numbers were not significantly changed as represented by similar Sox10-positive cell numbers per spinal cord section in control and Zfp276cko mice (Figure 3A–H, Q). Pdgfra-positive OPC numbers were also comparable between control and Zfp276cko mice (Figure 3I–P, R).

**Figure 3.**
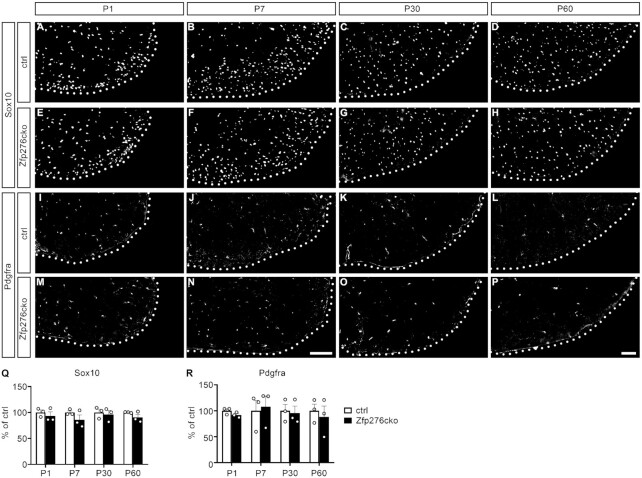
Conditional deletion of Zfp276 in the OL lineage does not change total OGC numbers in the spinal cord. (**A–P**) Representative immunohistochemical stainings of spinal cord sections from control (A–D, I–L) and Zfp276cko (E–H, M–P) mice from P1 to P60 with antibodies directed against Sox10 (A–H) and Pdgfra (I–P). Shown is the right ventral horn, placed on a black background; scale bar: 100 μm. (**Q** and **R**) Quantifications of Sox10- (Q) and Pdgfra- (R) positive OGCs in transverse spinal cord sections of control (white bars) and Zfp276cko (black bars) mice at P1, P7, P30 and P60 (*n* = 3). Number of cells in ctrls was set to 100% (mean values ± SEM). Statistical analysis was performed with Student’s two-tailed *t*-test (* *P*≤ 0.05, ** *P*≤ 0.01, *** *P*≤ 0.001).

We then analyzed the expression of maturity markers in the spinal cord. At P1 no significant changes could be detected for OL numbers. However, a significant reduction to 56% ± 0% of ctrl was detectable for cells expressing Myrf protein at P7, when myelination in the spinal cord is taking place at a maximal rate (Figure 4A, E–L). Cells positive for transcripts of the myelin genes *Mbp* and *Plp1* and Gstpi protein were similarly reduced at this stage in Zfp276cko mice, pointing to an oligodendroglial maturation defect (Figure 4B–D, F, J, N, R, Supplementary Figure S2G, K). At P30 only a slight reduction in Gstpi numbers was still detectable whereas the observed differences in all other differentiation markers and myelin genes were no longer present at P30 and P60 (Figure 4A–D, G–H, K–L, O–P, S–T, Supplementary Figure S2H–I, L–M). This points to a delay in OL differentiation and myelin gene expression upon deletion of Zfp276. Consistent with the OL maturation phenotype EM, analyses of P7 spinal cord white matter regions revealed an increased g-ratio (ctrl = 0.79 ± 0, Zfp27cko = 0.81 ± 0) and a drastically decreased number of myelinated axons in Zfp276cko mice (ctrl = 103 ± 0 myelinated axons per 1000 μm^2^, Zfp276cko = 59 ± 3 myelinated axons per 1000 μm^2^) (Figure 4U, V, Y, A', B'). Again the effect had disappeared at P30 (Figure 4W, X, Z, A', B'). The numbers of Gfap- and Iba1-positive cells were comparable between Zfp276cko and ctrl mice at all analyzed ages (Supplementary Figure S2N–E').

**Figure 4.**
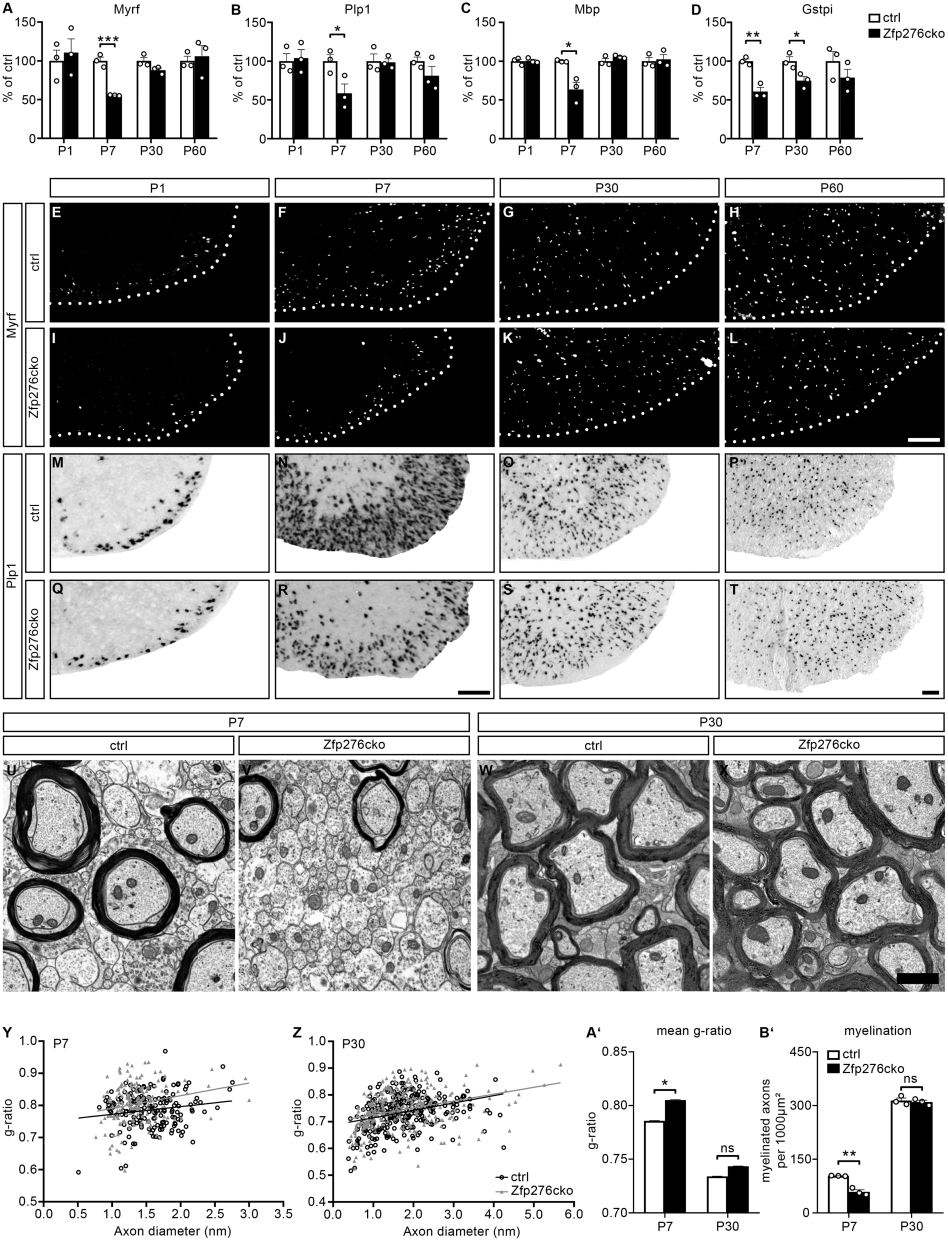
Conditional deletion of Zfp276 in the OL lineage leads to a transient delay in OL maturation and myelination without microglial activation. (**A–D**) Quantification of Myrf (A), Plp1 (B), Mbp (C) and Gstpi (D) expression in transverse spinal cord sections of control (white bars) and Zfp276cko (black bars) mice at P1, P7, P30 and P60. In case of Myrf and Gstpi marker-positive cells were counted, in case of Plp1 at all stages and Mbp at P1 transcript-expressing cells were counted. In case of Mbp from P7 on the area showing Mbp *in situ* signal was measured using ImageJ and divided through total spinal cord area. Mean values of control were set to 100%. Bars indicate mean values ± SEM. (**E–L**) Representative immunohistochemical stainings of spinal cord sections from control (**E**–**H**) or Zfp276cko (**I**–**L**) mice from P1 to P60 with an antiserum directed against Myrf. The right ventral horn placed on a black background is shown; scale bar 100 μm. (**M–T**) Representative *in situ* hybridization of spinal cord sections from control (M–P) or Zfp276cko (Q–T) mice from P1 to P60 using a Plp1 antisense probe. The right ventral horn placed on a white background is displayed; scale bar: 100 μm. (**U–X**) Representative electron microscope pictures from P7 (U, V) and P30 (W, X) control (U, W) and Zfp276cko (V, X) mice. A region from the ventral white matter is shown; scale bar: 1 μm. (**Y** and **Z**) Scatter plot of *g*-ratios for single axons of P7 (Y) or P30 (Z) control (black circles and line) and Zfp276cko (gray triangles and line) spinal cord ventral white matter. At P7, 170 myelinated axons per genotype were measured; at P30, 300 myelinated axons were measured. (**A’**) Mean *g*-ratios of P7 (Y) and P30 (Z) mice were calculated for control (white bars) and Zfp276cko (black bars). SEM were calculated for single axons as separate replicates from two mice per genotype. Data represent mean values ± SEM. (**B’**) Quantification of myelinated axons per 1000 μm² on ultrastructural electron microscope pictures of control (white bars) and Zfp276cko (black bars) mice. Data represent mean values ± SEM. Statistical analysis was performed with Student’s two-tailed *t*-test (* *P*≤ 0.05, ** *P*≤ 0.01, *** *P*≤ 0.001).

### Altered expression of lipid biosynthesis- and myelin-related genes in Zfp276cko OLs

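Primary (1°) mouse oligodendroglial cells (OGCs) came from the forebrain by way of mixed glial cultures, shake-off and microglial depletion, and were kept in differentiation medium for 3 days (3ddiff). For RNA-Seq there were 2 independent preparations of ctrl cells and 2 of Zfp276cko cells, each from 3 mice aged between 2 and 4 days. The authors mapped the reads of stranded mRNA libraries to mm10 with STAR, counted uniquely mapped reads per gene with HTSeq on Ensembl genes, and deposited these counts without normalization. Reads counted on genes came to 21311469 and 21068322 in ctrl replicates 1 and 2, and to 25265366 and 26599809 in Zfp276cko replicates 1 and 2. The paper states a depth of approximately 27 M sequenced reads per library, and the values here rest on the counted reads. Of 53465 listed genes, 27593 had a count in at least 1 library. The 15766 genes kept by the filterByExpr function of edgeR were normalized with TMM factors, between 0.935 and 1.04, and compared between genotypes with edgeR's quasi-likelihood test. A gene was called at an adjusted p (Benjamini-Hochberg) of at most 0.05, an absolute log2 fold change of at least 0.6 and a mean normalized count of at least 20, which are the thresholds of the paper's methods. Normalized counts are counts scaled to the mean of the effective library sizes. The number of libraries, 2 per genotype, limits the precision of every comparison, and the smallest two-sided p that an exact permutation test can reach with 2 libraries against 2 is 0.333.

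The replicates of the genotypes differed unequally. Of 14307 genes with a mean normalized count of at least 20, 12.7% were at least 2-fold apart between the ctrl replicates and 0.308% between the Zfp276cko replicates. The biological coefficient of variation, which is the relative spread between replicates beyond counting error, was 0.354 in ctrl and 0.0480 in Zfp276cko cells. In a principal component analysis the first 3 components held 51.4%, 45.7% and 2.91% of the variance. The first component set ctrl replicate 1 apart from the other 3 libraries, and the second set ctrl replicate 2 apart. The 10 most counted genes took between 3.97% and 5.41% of the counts of a library.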

To identify transcriptomic changes caused by Zfp276 deletion in OLs, we performed RNA-Seq analyses on 1° mouse OGC cultures from ctrl and Zfp276cko mice at 3ddiff *in vitro*. 

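At these thresholds the quasi-likelihood test called 0 genes lower and 0 genes higher in Zfp276cko cells, and the smallest adjusted p over the 15766 tested genes was 0.0725. With an unadjusted p of at most 0.05 and the same thresholds on fold change and mean, 475 genes were lower and 805 higher. Among the tests with an adjusted p, DESeq2 moved the counts the most. It called 338 genes lower and 449 higher at the same thresholds. Of the 338 lower genes, 333 were among those tested by edgeR and 320 were among the 475 with an unadjusted p of at most 0.05, as were all 449 higher genes among the 805. Both Zfp276cko libraries lay below both ctrl libraries for 332 of the 333 lower genes that edgeR tested, and above both for all 449 higher genes. Of all 14307 genes with a mean normalized count of at least 20, both Zfp276cko libraries lay below both ctrl libraries for 3544 and above both for 3773. Together these make 51.1%. Chance gives 33.3% for 2 libraries against 2 of equal spread, and 41.8% in simulated counts with no gene changed and the unequal spread of the genotypes. The chance share rises with the inequality put in, so the size of any excess was not determined.

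**Figure D2:**
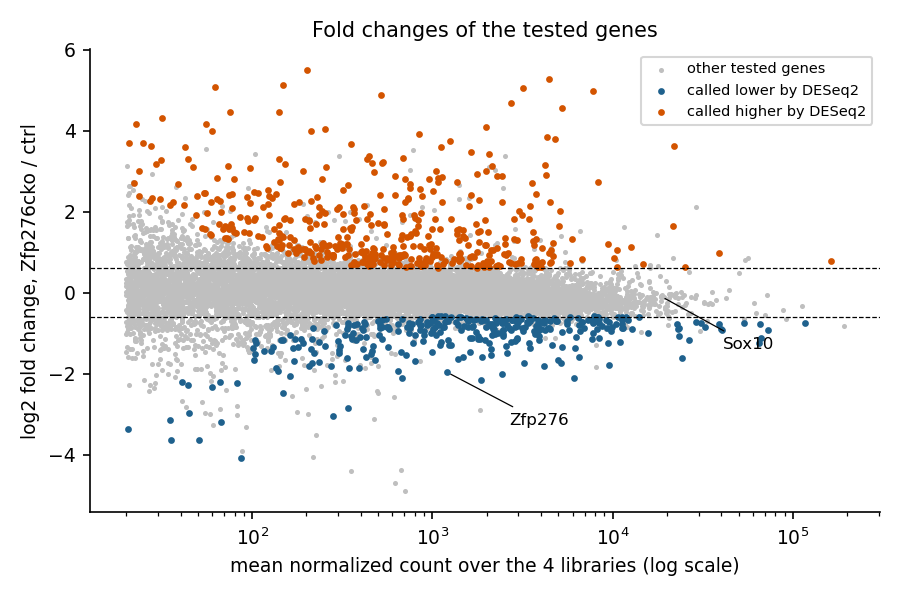
Log2 fold change between Zfp276cko and ctrl (y axis) of tested genes against their mean normalized count over the 4 libraries (x axis, log scale). Genes with a mean under 20 are not drawn. Points in colour are the genes that DESeq2 called lower (338, of which 333 were tested by edgeR and are drawn) or higher (449), and gray points are the other genes drawn.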

A total of 311 genes were expressed at a lower level in Zfp276cko OLs and 434 genes at a higher level compared to ctrl OLs (log_2_-fold change ≥ 0.6 fold, base mean ≥ 20, *P* ≤ 0.05, Figure 5A). 

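Zfp276 had 1632 and 2209 normalized counts in ctrl replicates 1 and 2, and 485 and 498 in Zfp276cko replicates 1 and 2. The mean was 1921 ± 408 (SD, n = 2) in ctrl and 491 ± 9.16 (SD, n = 2) in Zfp276cko cells, so that 25.6% of the ctrl level remained. The difference is larger than the spread between the replicates of either genotype. Its log2 fold change was −1.97 (standard error 0.18, adjusted p = 0.0962 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 gave −1.98 with an adjusted p of 1.17e-14 and thereby changed the call. With each library left out in turn, the log2 fold change lay between −2.17 and −1.74. The paper's text does not name the strand setting of the counting, and how reads were counted where Fanca overlaps 35.5% of the Zfp276 transcript on the opposite strand was not tested. Fanca itself, singled out after its values were seen, had a log2 fold change of 0.54 (standard error 0.26, adjusted p = 0.410 from the same test), and of 0.27 without ctrl replicate 1.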

Zfp276 expression was downregulated to 27% ± 0% of ctrl mirroring the incomplete deletion detected by immunohistochemical stainings on postnatal Zfp276cko spinal cord. Sox10 as a pan-oligodendroglial marker was not changed upon Zfp276 deletion as it was also seen *in vivo* in the postnatal spinal cord. 

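Sox10 lies on chromosome 15 of mm10 from 79154908 to 79165240 on the minus strand. It had 19256 ± 1828 normalized counts (SD, n = 2) in ctrl and 18036 ± 565 (SD, n = 2) in Zfp276cko cells. The log2 fold change of −0.09 (standard error 0.13, adjusted p = 0.771 from edgeR's quasi-likelihood test) was smaller than the difference between the ctrl replicates, which had 17964 and 20548 normalized counts. Leaving out each library in turn gave values between −0.19 and −0.0056. With 2 libraries per genotype, a change of this size was not detectable. Zfp276cko mice carry Sox10::Cre as a BAC transgene, and the paper describes the ctrl mice of its stainings as Zfp276fl/fl mice. Polr2f, which ends 3.1 kb from Sox10 and was singled out after its values were seen, had a log2 fold change of 0.78 (standard error 0.12, adjusted p = 0.134), with both Zfp276cko libraries above both ctrl libraries.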

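Genes were grouped in 12 lists written by hand before the data were examined, and these stand in for GO terms, whose annotation was not used here. The lists for myelin, sterols, fatty acids, interferon and stress cover themes that the paper reports from these same libraries. Their tests are therefore not independent evidence for those themes. Each list was tested with camera at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over the 12 lists. All 20 genes of sterol biosynthesis were lower in both Zfp276cko libraries than in both ctrl libraries, with a median log2 fold change of −1.52 (adjusted p = 2.96e-18). The median was −0.91 without ctrl replicate 1 and −1.999 without ctrl replicate 2. The 46 myelin and oligodendrocyte genes had a median of −0.75 (adjusted p = 9.06e-16), and 35 of them lay below both ctrl libraries while 4 lay above both. For the 29 genes of fatty acid and sphingolipid synthesis the median was −0.38 (adjusted p = 1.30e-07), and it was −0.23 without ctrl replicate 1. There 20 genes lay below and 2 above both ctrl libraries.

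Over all tested genes, 0 genes of these lists had an adjusted p of at most 0.05. Adjusted over the list alone, 20 sterol genes, 17 myelin genes and 9 fatty acid and sphingolipid genes did, and 29 myelin genes had an unadjusted p of at most 0.05. The study names 5 of the sterol genes, 9 of the myelin genes and 3 of the fatty acid and sphingolipid genes for these libraries or its qRT-PCR, and 3 myelin genes are also in the fatty acid and sphingolipid list. The camera call of the myelin list held under fry, a rotation test that keeps the correlation between genes (adjusted p = 0.00888), and those of the sterol (0.169) and fatty acid lists (0.112) did not. With a correlation estimated from the 4 libraries, none of the 3 calls held. The overlap with the genes that DESeq2 called lower was chosen as a test after the data were seen. It held 20 of 20 sterol genes (adjusted p = 1.98e-32 from Fisher's exact test, two-sided), 19 of 46 myelin genes (odds ratio 30.7, adjusted p = 1.38e-18) and 6 of 29 fatty acid and sphingolipid genes (odds ratio 11.0, adjusted p = 2.38e-04), against a background of 14319 genes.

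**Figure D3:**
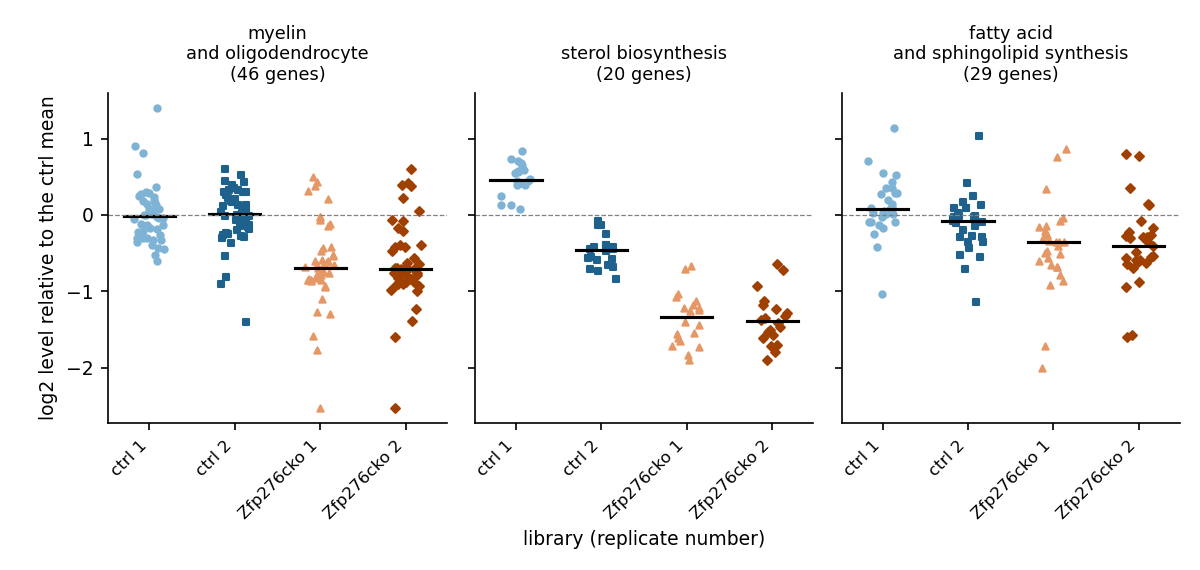
Log2 level of each gene of the myelin and oligodendrocyte (46 genes), sterol biosynthesis (20) and fatty acid and sphingolipid synthesis (29) lists relative to its mean in ctrl (y axis), in each of the 4 libraries (x axis). Points are genes and bars are medians. The sterol genes also differ between the ctrl replicates, by a median of 0.91.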

Gene ontology (GO) analysis and Gene set enrichment analysis (GSEA) of downregulated genes yielded highest enrichment of genes related to lipid biosynthesis, OL differentiation and myelination (Figure 5B, D–F). Among the strongly downregulated genes in Zfp276cko OLs were regulators of myelination such as Fyn and Myrf, structural components of the myelin sheath such as Cnp1, Plp1, Mbp, Mog and Omg as well as fatty acid, cholesterol and sphingomyelin biosynthetic enzymes such as Acsl3, Hmgcr, Hmgcs1, Dhcr24, Sqle and Sgms2 (Figure 5I). This confirmed the delayed myelination phenotype seen in Zfp276cko spinal cord at P7. 

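Myrf (chromosome 19 of mm10, 10208272 to 10240748) had 12044 ± 2536 normalized counts (SD, n = 2) in ctrl and 6569 ± 83.9 (SD, n = 2) in Zfp276cko cells, a log2 fold change of −0.87 (standard error 0.18, adjusted p = 0.176 from edgeR's quasi-likelihood test). Fyn (chromosome 10, 39368855 to 39565381) fell from 38943 ± 199 to 23066 ± 130 normalized counts, with a log2 fold change of −0.76 (standard error 0.12, adjusted p = 0.134). The log2 fold changes of Cnp (the symbol in the files for Cnp1), Mbp, Mog and Omg were −0.91, −0.74, −0.92 and −0.89, with adjusted p-values between 0.103 and 0.298. Mbp (chromosome 18, 82475146 to 82585637) had 146618 ± 41947 normalized counts in ctrl and 87733 ± 1971 in Zfp276cko cells. Without ctrl replicate 2 the log2 fold change was −0.43 for Mbp and −0.59 for Cnp. Hmgcs1 (chromosome 13, 119690379 to 119708260) had 36560 ± 19687 normalized counts in ctrl and 11896 ± 482 in Zfp276cko cells, a log2 fold change of −1.62 (standard error 0.42, adjusted p = 0.218). The log2 fold changes of Acsl3 (−1.75), Sqle (−1.66) and Sgms2 (−1.82) had adjusted p-values between 0.145 and 0.189. The ctrl replicates differed in these genes. Without ctrl replicate 1, the log2 fold changes were −0.93 for Hmgcs1, −1.09 for Acsl3 and −1.15 for Sqle.

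These genes and Zfp276 itself, 11 in all, lay below both ctrl libraries in both Zfp276cko libraries, and together with Sox10 the 12 genes had a median log2 fold change of −0.92. Of the 12, 11 had an unadjusted p of at most 0.05. Over all tested genes, 0 of the 12 were called. Adjusted over the list alone, 11 of them were, which is not independent evidence because the study chose the genes on these libraries. DESeq2 called 11 of the 12 lower, with adjusted p-values of 0.00105 for Myrf and 0.0417 for Mbp.

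**Figure D4:**
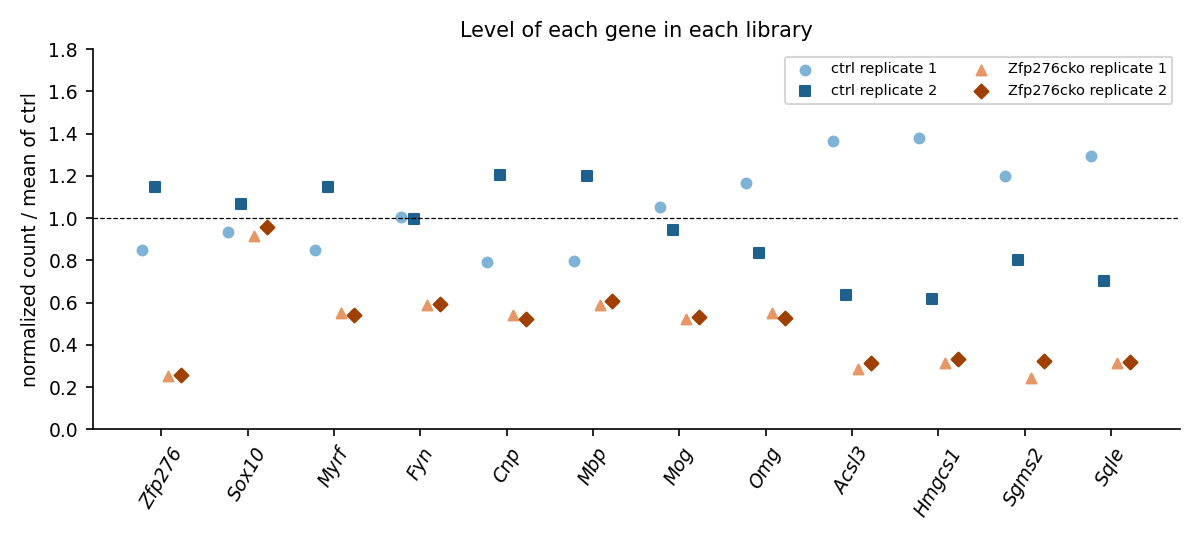
Normalized count of each gene in each of the 4 libraries divided by the gene's mean in ctrl (y axis), for 12 genes named in the study (x axis). Each point is a library and the dashed line marks the ctrl mean. Sox10 is the gene whose Zfp276cko libraries overlap the ctrl libraries.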

Decreased transcript levels of selected downregulated genes were confirmed using separate biological replicates of mouse OGCs in qRT-PCR experiments (Supplementary Figure S2F'). 

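The list of 61 interferon response genes had a median log2 fold change of 2.69 in Zfp276cko cells (adjusted p = 1.55e-55 from camera over the 12 lists), and its genes ranged from 0.98 to 5.28. In 60 of the 61 genes both Zfp276cko libraries lay above both ctrl libraries. The ctrl replicates themselves differed by a median of 1.745 on the log2 scale, with ctrl replicate 1 the higher. Without ctrl replicate 1 the median of the list was 4.04. Over all tested genes, 0 of the 61 had an adjusted p of at most 0.05, 43 did so adjusted over the list alone, and 47 had an unadjusted p of at most 0.05. Rsad2 (chromosome 12 of mm10, 26442746 to 26456452) and Mx2 (chromosome 16, 97535308 to 97560900) had the smallest adjusted p of all tested genes and were singled out after their values were seen. Rsad2 had 224 ± 44.1 normalized counts (SD, n = 2) in ctrl and 8681 ± 207 (SD, n = 2) in Zfp276cko cells, a log2 fold change of 5.28 (standard error 0.19, adjusted p = 0.0725 from edgeR's quasi-likelihood test). The log2 fold change of Mx2 was 2.14 (standard error 0.09, adjusted p = 0.0725). Without a filter on low counts, 8 genes were called higher, Rsad2 among them. Ifnb1, which encodes interferon-beta and was also singled out after its values were seen, had 1 and 0 counts in ctrl and 28 and 26 in Zfp276cko cells, and was at least 6.87-fold higher. Reads shared between paralogs were not counted, which affects genes such as Tgtp1, whose ctrl counts were at or under 3. With Tgtp1 at its lower bound the median remained 2.69.

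**Figure D5:**
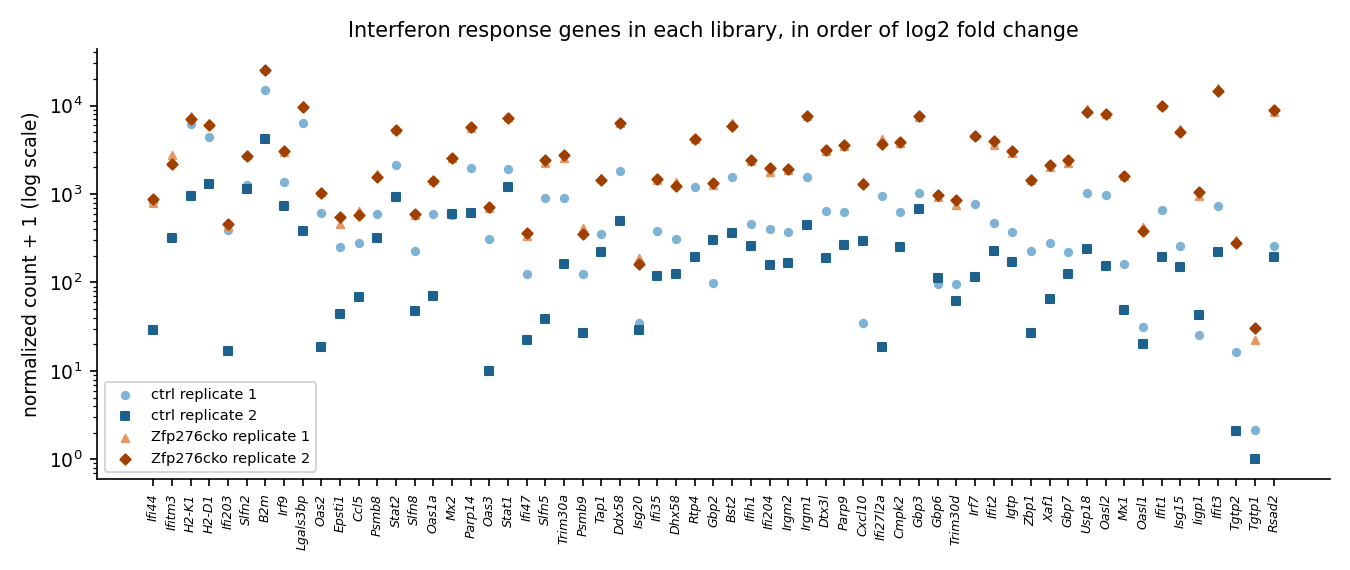
Normalized count plus 1 (y axis, log scale) of each interferon response gene (x axis, in order of log2 fold change) in each of the 4 libraries. Each point is a library.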

Upregulated GO terms either were rather unspecific terms and correlated to a reactive phenotype of Zfp276-deleted OLs such as response to stimulus or response to stress or were correlated to activation of the immune system (Figure 5C). 

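A preranked gene set test (fgsea) on DESeq2's Wald statistic gave a normalized enrichment score of 3.22 for the interferon response list (adjusted p = 1.31e-33) and of 1.87 for the 23 genes of the stress response list (adjusted p = 0.00228). The median log2 fold change of the stress response genes was 0.21 (adjusted p = 0.00126 from camera), and 11 of them lay above and 1 below both ctrl libraries in both Zfp276cko libraries. Their median was 0.39 without ctrl replicate 1 and 0.11 without ctrl replicate 2. Adjusted over the list alone, 2 stress response genes were past 0.05, and 4 had an unadjusted p of at most 0.05. Under fry, the adjusted p was 0.0871 for the interferon response list and 0.0851 for the stress response list. With an estimated correlation it was 0.262 for both, so neither call held. In the overlap with the genes that DESeq2 called higher there were 41 of 60 interferon response genes (odds ratio 73.1, adjusted p = 1.03e-46 from Fisher's exact test, two-sided) and 3 of 23 stress response genes (adjusted p = 0.102). For the lists of lower genes, the normalized enrichment scores were −2.75 for sterol biosynthesis, −2.80 for myelin and oligodendrocyte genes and −2.36 for fatty acid and sphingolipid synthesis.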

Similar gene sets were enriched in the GSEA analysis for upregulated genes (Figure 5G–H). 

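The list of 26 genes of OL precursor cells (OPCs), an earlier stage of the lineage, had a median log2 fold change of −0.20 (adjusted p = 0.0715 from camera and 0.0455 from fgsea, which is past 0.05), and 8 of them lay below and 3 above both ctrl libraries. The study names 6 of the 26. The difference from the myelin and oligodendrocyte list was not tested. Olig1 and Olig2, singled out after their values were seen, had log2 fold changes of −0.86 and −0.60 with adjusted p-values of 0.123 and 0.162 from edgeR's quasi-likelihood test. Pdgfra, a receptor of OPCs, had 12654 ± 3819 normalized counts (SD, n = 2) in ctrl and 11591 ± 197 (SD, n = 2) in Zfp276cko cells. Its log2 fold change of −0.13 was −0.41 without ctrl replicate 1 and 0.21 without ctrl replicate 2. From the lower expression of genes of lipid biosynthesis, OL differentiation and myelination in these cultures, the paper concludes that cells from the forebrain show the same delay of differentiation and myelination as the spinal cord of young Zfp276cko mice.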

Taken together, these data from RNA-Seq on forebrain-derived Zfp276cko OLs confirm the delayed differentiation and hypomyelination phenotype detected in the early postnatal Zfp276cko spinal cord.

**Figure 5.**
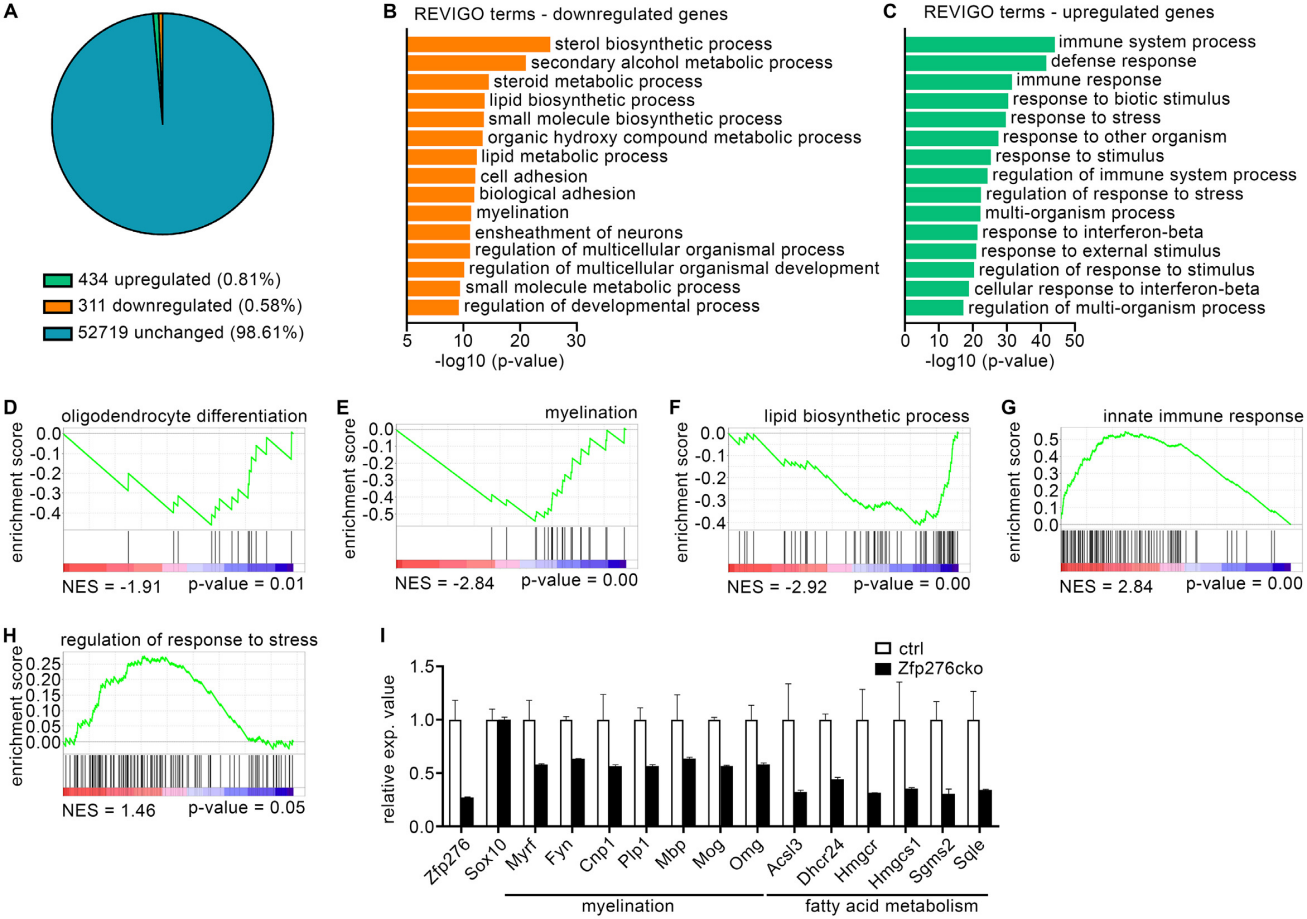
Altered expression of lipid biosynthesis- and myelin-related genes in Zfp276cko OLs. (**A**) Pie chart depicting the percentage of downregulated genes with a log_2_-fold change in expression of ≤ - 0.6 (blue) and upregulated genes with log_2_-fold change in expression of ≥ 0.6 (orange) in Zfp276cko 1° mouse OGCs compared to controls (*P* ≤ 0.05). (**B** and **C**) Gene ontology analysis for biological processes enriched among genes downregulated (B) or upregulated (C) upon loss of Zfp276 in 1° mouse OGCs. Enriched GO terms derived from GOrilla analysis were subsequently reanalyzed using the REVIGO tool and sorted by statistical significance. (**D–H**) Gene set enrichment analysis (GSEA) of regulated genes for enrichment in gene sets related to OL differentiation (D), myelination (E), lipid biosynthetic process (F), innate immune response (G) and regulation of response to stress (H). The normalized enrichment score (NES) is shown in the lower left below each plot, the *P*-value in the lower right. (**I**) Changes in relative expression (exp.) values for Zfp276 and the pan-OGC marker Sox10 as well as for selected genes associated with myelination and fatty acid biosynthesis according to RNASeq data of Zfp276cko (black bars) and control (white bars) OLs.

### Sox10 directly induces Zfp276 expression by binding to and activating a newly identified *Zfp276* intronic enhancer

To decipher the position of Zfp276 within the OGC transcriptional regulatory network, we analyzed Zfp276 expression in mice in which Sox10 was deleted very early throughout the developing spinal cord by combining the *Sox10^fl^* allele with a *Brn4::Cre* driver (Sox10cko). No Sox10-signal was detectable at P7 in Sox10cko spinal cord sections despite the extensive presence of Olig2-positive OGCs (Figure 6A, B, F, G) (13,14). On transcript level (Figure 6K) as well as on protein level (Figure 6C–E, H–J, L) Zfp276 expression was strongly reduced in P7 spinal cord tissue of these mice. The *Zfp276* mRNA level was reduced to 25% ± 7% of controls. Numbers of Zfp276-positive OLs, identified by Olig2 co-staining, only reached 7% ± 2% of controls. This argues that Zfp276 is genetically downstream of Sox10. To study whether *Zfp276* is a direct target gene, we identified evolutionary conserved regions (ECRs) in the *Zfp276* locus and compared them with Sox10 binding peaks from published ChIP-Seq data sets (6). With this approach we identified a 180 bp region in intron 4 of the rodent *Zfp276* locus (Mm10 chr8:123257179–123257359) and performed reporter gene assays with a construct carrying this ECR in front of a minimal promoter and luciferase open reading frame (Figure 6M–P). Sox10 acts as a dose-dependent activator of this gene regulatory region in the Sox10-negative neuronal cell line N2a (Figure 6N). Compatible with these results, knockdown of Sox10 in the OGC line Oln93 led to reduced activity of this newly identified *Zfp276* enhancer (Figure 6O). Therefore, Sox10 acts as a crucial activator of Zfp276 expression by directly binding to and activating a newly identified intronic *Zfp276* enhancer.

**Figure 6.**
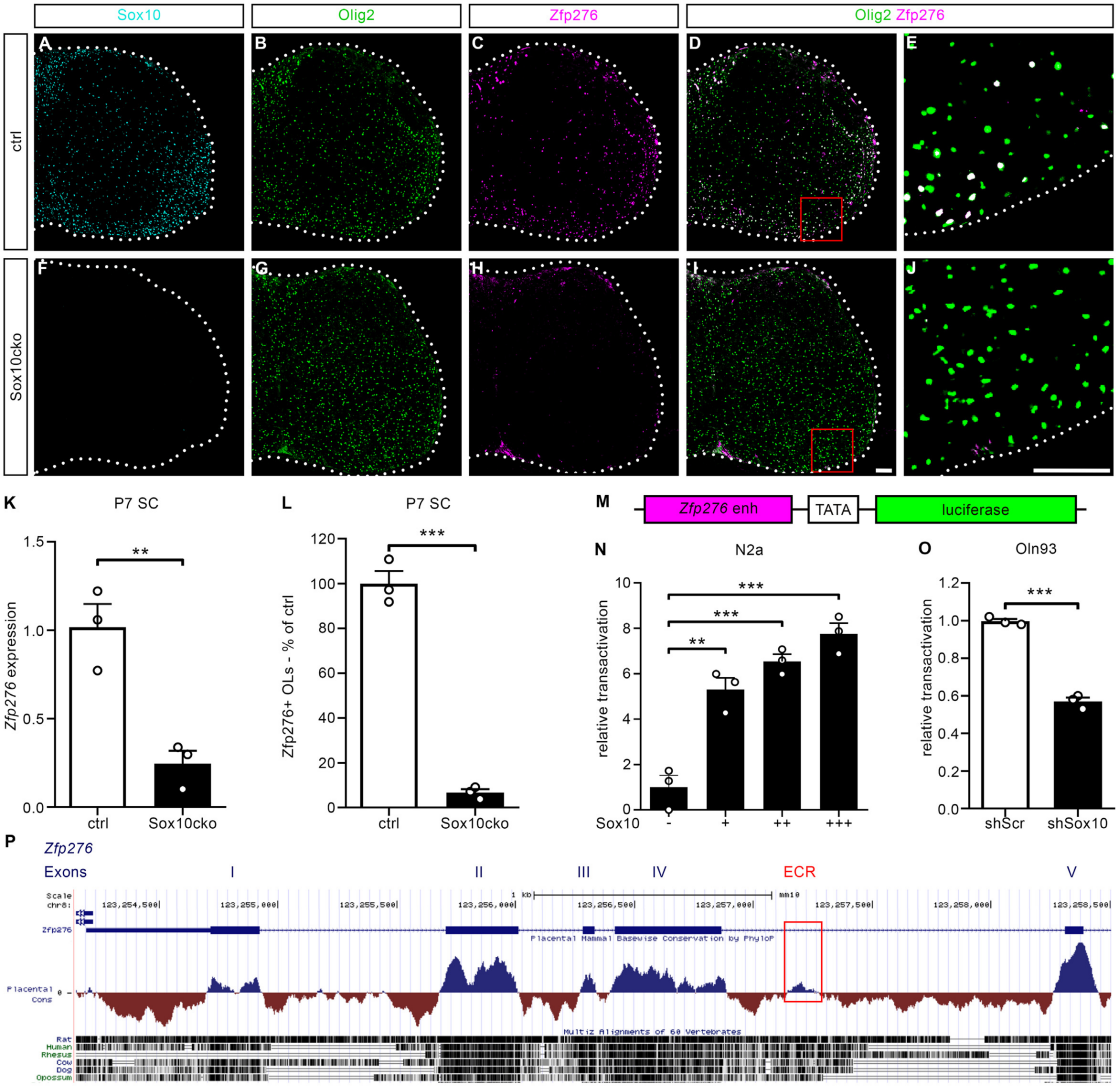
Sox10 directly induces Zfp276 expression by binding to and activating a newly identified *Zfp276* intronic enhancer. (**A–J**) Representative immunohistochemical stainings of the spinal cord from P7 ctrl and Sox10cko mice using antisera against Sox10 (cyan, A, F), Olig2 (green, B, G) and Zfp276 (magenta, C, H) and the respective merged images of Olig2 and Zfp276 signals (overlay white, D, I), and at higher magnification of the ventral white matter (E, J); scale bar: 100 μm. (**K**) *Zfp276* mRNA expression levels in spinal cord extracts from P7 control (ctrl, white bar) or Sox10cko (black bar) mice were determined by quantitative RT-PCR and normalized to *Rpl8* levels. Normalized Zfp276 expression in the ctrl spinal cord was set to 1 and presented as mean values ± SEM. (**L**) Zfp276-positive OGCs from P7 control (ctrl, white bar) or Sox10cko (black bar) mice were counted and the number in ctrl set to 100%. Data indicate mean values ± SEM. (**M**) Schematical representation of the luciferase reporter assay used in (L) and (M). The *Zfp276* ECR (magenta box) and a minimal promoter (TATA, white box) control the expression of a firefly luciferase gene (green box). (**N** and **O**) Transient transfections of the *Zfp276* ECR luciferase reporter construct. (N) In Sox10-negative N2a cells the reporter was co-transfected with either a control plasmid (−) or increasing amounts of Sox10 (+, ++, +++). Reporter gene expression was measured 48 h post-transfection, and effector-dependent activation rates are presented as relative transactivation ± SEM with relative light units of control plasmid-transfected cells arbitrarily set to 1. (O) In Oln93 cells the reporter was co-transfected with either a scrambled shRNA (shScr, white bar) or a Sox10-specific shRNA (shSox10, black bar). Reporter gene expression was measured 72 h post-transfection and presented as relative transactivation ± SEM with relative light units of scrambled shRNA-transfected cells arbitrarily set to 1. (**P**) Localization and evolutionary conservation of the evolutionary conserved region (ECR, red box) within intron 4 of the murine *Zfp276* gene (Generated using the UCSC genome browser; genome configuration: mm10; https://genome.ucsc.edu/). Statistical analysis was performed using Student’s two-tailed *t*-test (* *P*≤ 0.05, ** *P*≤ 0.01, *** *P*≤ 0.001).

### Zfp276 represses Sox10-dependent gene regulatory regions of OPC proliferation genes and inhibitors of myelination

To better define the transcriptional activity of Zfp276, we analyzed its behavior in reporter gene assays on oligodendroglial regulatory regions that had previously been shown to be localized in open chromatin in OGCs, to be bound by oligodendroglial transcription factors *in vivo* and to be activated by Sox10 in reporter gene assays. These included regions from genes related to OPC proliferation and maintenance, such as *Wnt7a*, *Id2, Id4, Tgfb2*, *Cspg4* as well as from genes related to OL differentiation and myelination, such as *Plp1, Mbp*, *Mag* and the *miR338* host gene *Aatk* (17,34). The evolutionary conserved regulatory region 27kb upstream of the mouse *Id2* gene (*Id2 ECR-27kb*) was newly identified in this study as a further Sox10-inducible region. In our experiments, we wanted to test if Zfp276 is able to act as activator or repressor on its own or if it is able to modulate Sox10-dependent activation of any of those gene regulatory regions. In contrast to other transcriptional regulators of OL differentiation, expression of Zfp276 alone could not induce reporter constructs containing regulatory regions of OL differentiation genes (Figure 7A–D). Zfp276 was also unable to synergistically activate the reporters with Sox10. Therefore, Zfp276 probably does not act as direct inducer of maturation markers and myelin genes. However, co-expression of Zfp276 with Sox10 was able to robustly repress Sox10-dependent activation of OPC-related gene regulatory regions (Figure 7E–I). Induction rates were substantially lowered for all five analyzed OPC-specific regulatory regions to as compared to Sox10 alone (from 107 ± 6 to 54 ± 3 for *Wnt7a* [Figure 7E], from 9 ± 0 to 5 ± 0 for *Id4* [Figure 7F], from 7 ± 1 to 4 ± 0 for *Tgfb2* [Figure 7G], from 66 ± 2 to 44 ± 1 for *Cspg4* [Figure 7H] and from 6 ± 0 to 4 ± 0 for *Id2* [Figure 7I]).

**Figure 7.**
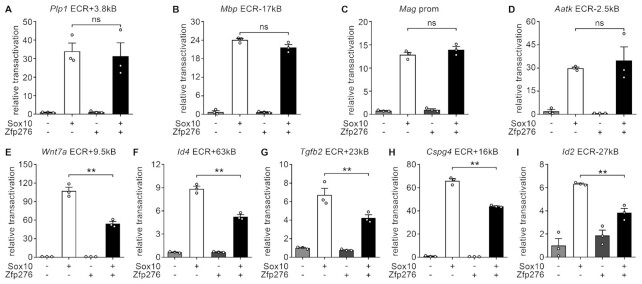
Zfp276 represses Sox10-dependent gene regulatory regions of OPC proliferation genes and inhibitors of myelination. (**A–I**) Luciferase assays in N2a cells with luciferase constructs containing regulatory regions *Plp1* ECR+3.8kb (A), *Mbp* ECR-17kb (B), *Mag* prom (C), *Aatk* ECR-2.5kb (D), *Wnt7a* ECR+9.5kb (E), *Id4* ECR+63kb (F), *Tgfb2* ECR+23kb (G), *Cspg4* ECR+16kb (H) and *Id2* ECR-27kb (I). Co-transfections with empty expression vectors (−) or expression vectors (+) for Sox10 and Zfp276 or a combination of both were performed and mean relative transactivation ± SEM is depicted with empty expression vector set to 1. Statistical analysis: Student’s two-tailed *t*-test (* *P*≤ 0.05, ** *P*≤ 0.01, *** *P*≤ 0.001).

Reduced activation of OPC-related gene regulatory regions could be caused by sequestration of Sox10 from its binding sites. To test if Zfp276 and Sox10 proteins interact, we performed co-immunoprecipitation (CoIP) experiments using extracts from HEK293T cells transfected with Sox10 and Zfp276 expression vectors. We were unable to detect a physical interaction between Zfp276 and Sox10 independent of whether we used Zfp276- or Sox10-specific antisera for precipitation (Supplementary Figure S3A, B).

### Zfp276 binds to specific Zfp276 binding sites within gene regulatory regions of its target genes

Next we wanted to test, whether Zfp276 directly binds to the regulatory regions of OPC genes that it influences in their activity. Since the sequence requirements of Zfp276 for DNA binding were not known, we employed an online prediction tool (35,36). For Zfp276, 15 bp binding sequences were predicted and ranked by probability using both a linear and a polynomial algorithm. The Zfp276-responsive gene regulatory regions were then screened for similarities to the predicted Zfp276 binding sites, and the two hits with the highest score per regulatory region were further analyzed in electrophoretic mobility shift assays (EMSAs). A fusion protein between EGFP and the C-terminal 5 zinc fingers of Zfp276 (EGFP-Cterm, Figure 8A) bound to at least one site within the gene regulatory regions of *Id4* (Id4-1) and *Tgfb2* (T-1), *Wnt7a* (W-1) and *Id2* (Id2-1) (Figure 8B). Similar results were obtained with a fusion protein between a myc tag and the C-terminal zinc finger region of Zfp276 (Supplementary Figure S3C).

**Figure 8.**
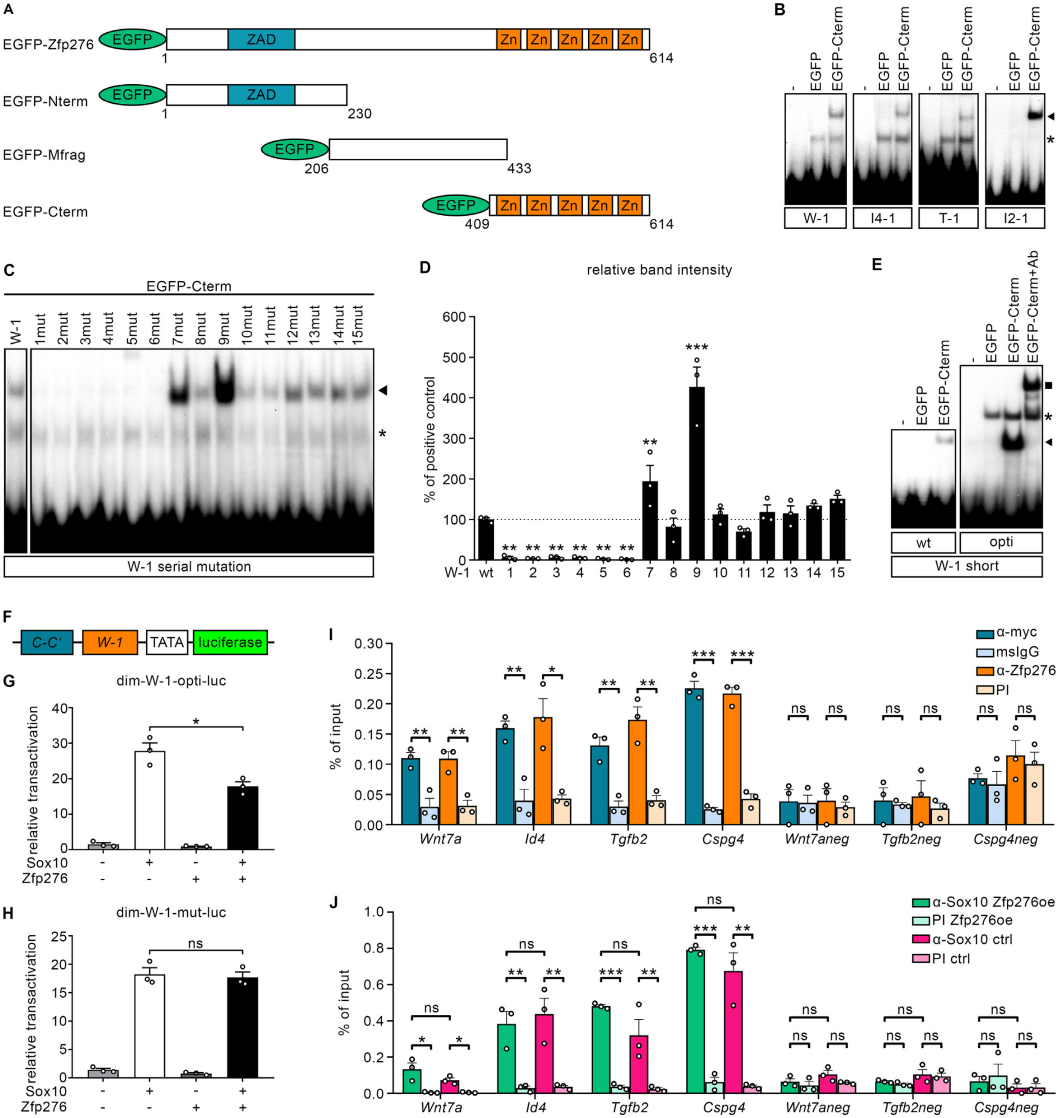
Zfp276 binds to Sox10-dependent gene regulatory regions of OPC proliferation genes and inhibitors of myelination to fulfil its repressive function. (**A**) EGFP-tagged Zfp276 constructs: Full-length Zfp276 (aa1-614), with the zinc-finger associated domain (ZAD) and a pentameric zinc (Zn)-finger domain, was split in three fragments: N-terminal (EGFP-Nterm), middle (EGFP-Mfrag) and C-terminal fragment (EGFP-Cterm). (**B**−**E**) EMSAs using probes with predicted Zfp276 sites in the regulatory regions of *Wnt7a* (W-1), *Id4* (Id4-1),*Tgfb2* (T-1) and *Id2* (Id2-1) (B) (sequences in Supplementary Figure S3D) without cell extracts (−) or with extracts from HEK293T cells expressing EGFP or EGFP-Cterm. Specific bands are marked by an arrowhead, unspecific bands by an asterisk, supershift by a square. (C) EMSA of a mutation series of the native W-1 site. (D) Densitometric analysis of (C). Band intensities were normalized to the native W-1 site and depicted as mean ± SEM. Statistical analysis: One-way ANOVA with Dunnett's multiple comparison test comparing to W1 (* *P*≤ 0.05, ** *P*≤ 0.01, *** *P*≤ 0.001). (E) EMSA of shortened W-1 (wt) and optimized W-1 site (opti). (**F**−**H**) Luciferase assays in N2a cells with the dim-W-1-luc reporter construct shown in (F) carrying a dimeric Sox10 site (C-C’), a minimal promoter (TATA) and the optimized or mutated W-1 site (G-H). Co-transfections with empty expression vectors (−) or expression vectors (+) for Sox10 and Zfp276 or a combination of both were performed and mean relative transactivation ± SEM is depicted with empty expression vector set to 1. Statistical analysis: Student’s two-tailed *t*-test (* *P*≤ 0.05, ** *P*≤ 0.01, *** *P*≤ 0.001). (**I** and **J**) ChIP experiments on ctrl or myc-Zfp276-expressing (Zfp276oe) CG4 cells to detect enriched binding of myc-Zfp276 (I) or endogenous Sox10 (J) to regulatory regions or negative control regions of OPC maintenance genes. Used antibodies: Mouse anti-myc (blue), mouse IgG (light blue), rabbit anti-Zfp276 (orange), rabbit pre-immune serum (PI, light orange), rabbit anti-Sox10 (Zfp276oe: green, ctrl: red) or rabbit pre-immune serum (Zfp276oe: light green, ctrl: pink) (*n* = 3). Amounts of precipitated chromatin were determined for the regulatory regions of the *Wnt7a, Cspg4, Tgfb2* and *Id4* genes and for the related negative control regions (*Wnt7aneg, Tgfb2neg, Cspg4neg*) by qPCR and mean percent of input was displayed ± SEM. Statistical analysis: Student’s two-tailed *t*-test (* *P*≤ 0.05, ** *P*≤ 0.01, *** *P*≤ 0.001).

We used the W-1 site within the *Wnt7a* enhancer to characterize Zfp276 binding properties even further and mutated each nucleotide from positions 1 to 15 to the non-complementary purine or pyrimidine base (Figure 8C, D and Supplementary Figure S3D). Mutations at positions 1 to 6 led to strong reduction of Zfp276 binding (Figure 8D). Mutations at positions 7 and 9 on the other hand increased binding affinity (Figure 8C, D). This led us to define a 9 bp core binding sequence for Zfp276 (5′-AAAAGGGCT-3′). Omission of the flanking positions did not decrease binding affinities, while changes at positions 7 and 9 drastically increased it (W-1 opti: 5′-AAAAGGTCG-3′). The shortened and optimized W-1 binding site (W-1 short opti) carrying both affinity enhancing mutations in positions 7 and 9 showed drastically increased interaction with the Zfp276 C-terminus in EMSA compared to the corresponding wildtype sequence (W-1 short wt) (Figure 8E). Addition of GFP-specific antibodies supershifted the protein−DNA complex and confirmed the presence of Zfp276 in the complex (Figure 8E).

To test the functionality we inserted the optimized Zfp276 binding site (W-1 opti) as well as a non-binding control site (W-1 mut) in an artificial Sox10-responsive reporter gene construct (dim-luc) (Figure 8F). Reporter assays showed that both constructs were robustly activated by Sox10. However, the presence of Zfp276 elicited a decrease in Sox10-dependent activation (from 28 ± 2-fold to 18 ± 1-fold) that was only observed in the presence of the optimized Zfp276 binding site but not its mutant version (Figure 8G, H). To test if this sequence-specific binding is recapitulated in living cells, we performed ChIP experiments on chromatin of oligodendroglial CG4 cells that were transduced with a myc-Zfp276 encoding retrovirus. Chromatin was harvested after 3ddiff and immunopreciptitation was performed using either monoclonal antibody against the myc tag or selfmade Zfp276-specific antisera. For each of the 4 analyzed OPC gene regulatory regions 3- to 9-fold enrichment was detected from chromatin for both antibodies compared to controls (Figure 8I). In contrast, no significant enrichment was found for ctrl genomic regions without Zfp276 consensus motif in the vicinity of the *Wnt7a*, *Tgfb2* and *Cspg4* loci (*Wnt7aneg, Tgfb2neg, Cspg4neg*). Despite forced Zfp276 expression, all OPC regulatory regions could also be immunoprecipitated with antibodies against Sox10 (Figure 8J). Those results argue that Zfp276 specifically binds to the analyzed ECRs in the context of living oligodendroglial cells and fulfills its function as a repressor of Sox10-dependent activation likely without displacing Sox10 from these regions.

### Zfp276 directly interacts with the transcriptional repressor Zeb2/Sip1

Zeb2/Sip1 is a transcription factor that has been reported to promote OL differentiation by repression of OPC genes (37). So far, Zeb2/Sip1 has been shown to interfere with Bmp and Wnt/beta-catenin signaling and thereby repress inhibitors of differentiation. To test whether Zeb2/Sip1 may additionally affect Sox10 activity and do so in cooperation with Zfp276 we tested if Zfp276 interacts with Zeb2 and performed CoIP experiments using cell extracts of Zfp276- and myc-Zeb2-overexpressing HEK293T cells. Indeed, we were able to precipitate Zfp276 with myc-specific antibodies when both proteins were present and independent of the presence of DNaseI (Figure 9A). Additionally, we wanted to narrow down the interaction domain of Zfp276 with Zeb2. Therefore we performed CoIP experiments with myc-Zeb2 and various Zfp276 regions (Figures 8A and 9B). We found binding of myc-Zeb2 to the C-terminal fragment of Zfp276, where the C2H2 zinc finger domains are located. To verify interaction of Zeb2 and Zfp276 in living cells, we transfected oligodendroglial CG4 cells with myc-Zeb2, let the cells differentiate for 3 days to induce endogenous Zfp276 expression and performed proximity ligation assays (PLAs) (Figure 9C−K). A specific PLA signal was detected only in cells that were treated with both specific antibodies for myc-Zeb2 and endogenous Zfp276, but not with the single antibodies (Figure 9E, H, K). To evaluate the functional relevance of this interaction we repeated the luciferase reporter gene assays on gene regulatory regions of OPC- and OL-related genes, this time in the presence of Zfp276, Sox10 and Zeb2 (Figure 9L−O). Similar to Zfp276, Zeb2 by itself had a repressive effect on Sox10 activation of the *Wnt7a* and *Tgfb2* ECRs but not on that of the *Mag* promoter or the *Plp1* ECR. In the presence of both effectors an even stronger additive repressive effect was detectable for the OPC-related genes (Figure 9L−M).

**Figure 9.**
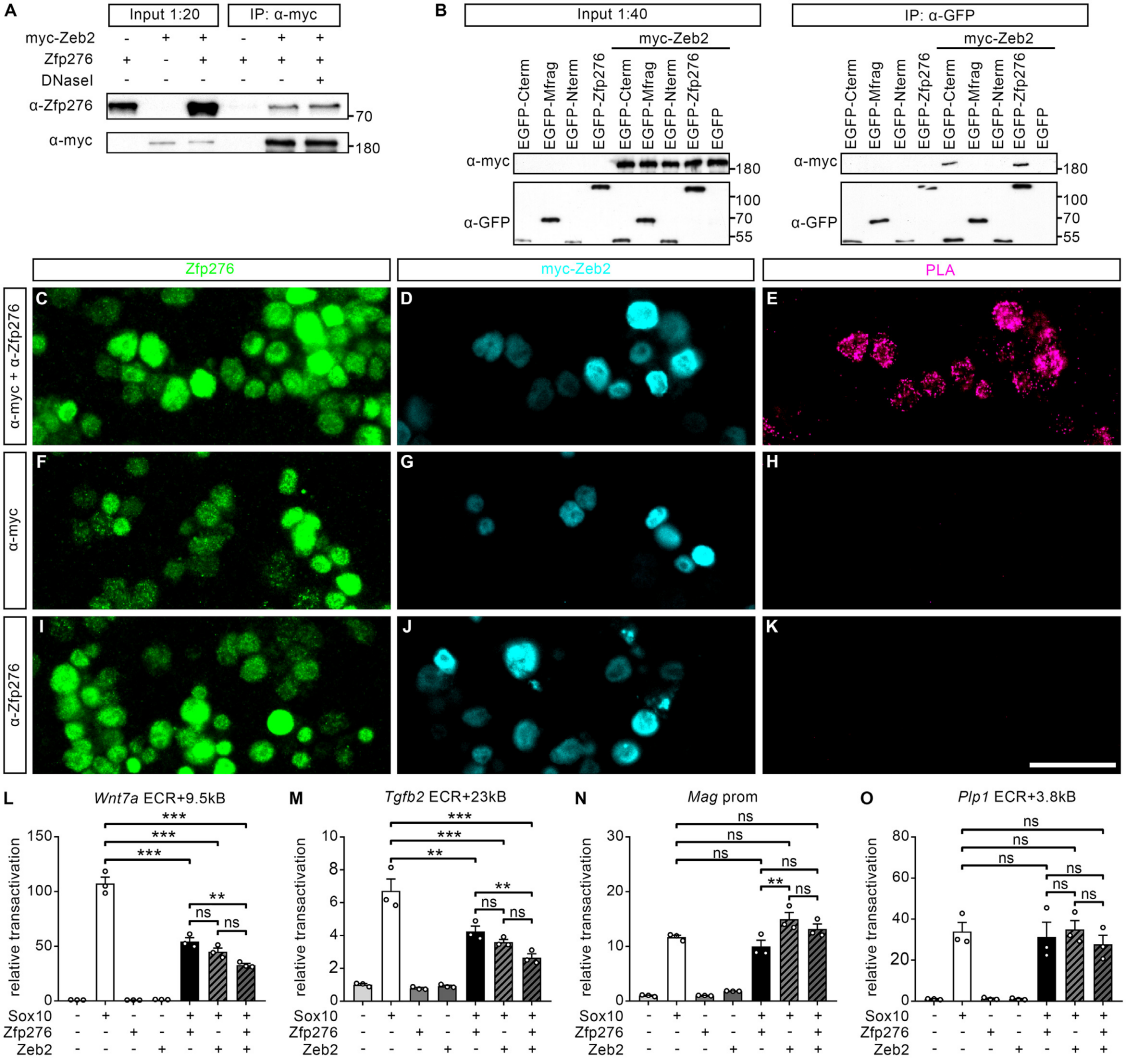
Zfp276 directly interacts with the transcriptional repressor Zeb2 to repress common target genes. (**A**) CoIPs with HEK293T lysates overexpressing either myc-Zeb2, Zfp276 or a combination in the presence or absence of DNaseI. Precipitations were performed with anti-myc antibody. Precipitated myc-Zeb2 was detected with an anti-myc antibody and co-precipitated Zfp276 was detected with antiserum directed against Zfp276. Numbers on the right indicate the position of co-electrophoresed size markers in kDa. (**B**) CoIPs of myc-Zeb2 and EGFP-tagged Zfp276 fragments. HEK293T lysates containing myc-Zeb2 were co-incubated with EGFP, EGFP-Zfp276, EGFP-Nterm, EGFP-Mfrag or EGFP-Cterm lysates together with anti-GFP antibody. Precipitated EGFP-Zfp276 and EGFP-Zfp276 fragments were detected using anti-GFP antibody, co-immunoprecipitated myc-Zeb2 with anti-myc antibody. Numbers on the right indicate the position of co-electrophoresed size markers in kDa. (**C–K**) Proximity ligation assays (PLAs) were performed on CG4 cells transfected with myc-Zeb2 expression vector prior to 3ddiff and subsequent immunocytochemical staining was performed for endogenous Zfp276 (green) and myc-Zeb2 (cyan). Fixed CG4 cells were incubated with either both anti-myc and anti-Zfp276 antibodies (C–E) or either primary antibody alone (F–K) as controls. (**l–O**) Luciferase assays in N2a cells transiently transfected with luciferase reporter vectors containing the same regulatory regions of *Wnt7a* ECR+9.5 kb (L), *Tgfb2* ECR+23 kb (M), *Mag* prom (N) and *Plp1* ECR+3.8kb (O) as described before. Reporter plasmids were co-transfected with empty expression vectors (−) or expression vectors (+) for Sox10, Zfp276 and Zeb2 or combinations as indicated. Reporter gene expression was determined 48 h post-transfection and relative transactivation rates are presented ± SEM. Transfections with empty expression vector only were arbitrarily set to 1. Statistical analysis was performed with one-way ANOVA with Tukey’s multiple comparison test (ns *P* > 0.05, * *P*≤ 0.05, ** *P*≤ 0.01, *** *P*≤ 0.001).

Taken together, those findings point to a direct physical and functional interaction of Zfp276 and Zeb2 proteins in OLs.

## DISCUSSION

For the very first time, we present a function for the only ZAD zinc finger protein in mammals by showing that Zfp276 acts as a direct regulator of OL differentiation and CNS myelination. Its expression within the spinal cord is restricted to the OL lineage where it starts with the onset of terminal differentiation. Using a conditional Zfp276 knockout mouse model, we detected a transient delay in the expression of OL differentiation markers and myelination of axons in early postnatal stages, revealing a role of Zfp276 as a relevant factor for timely OL differentiation. These findings were supported by RNA-Seq data from ctrl and Zfp276cko OLs and verified by overexpression studies in 1° rat OGC cultures.

Using a DNA binding site prediction tool for zinc finger proteins (35), we identified Zfp276 binding sites within gene regulatory regions of genes involved in maintenance of OPC identity, proliferation and migration or repression of OL differentiation, such as *Cspg4*, *Tgfb2*, *Id2*, *Id4* and *Wnt7a* (34,37–43). Most of these regions are already described to be bound by Sox10 and activated by this transcription factor during the OPC stage (17,18). Expression of these genes has to be shut down in order to allow efficient transition into the myelinating OL stage. Zfp276 seems to do just that and exert its pro-differentiation function through direct binding and repression of the before mentioned regulatory regions of genes that are activated by Sox10 in OPCs. In support, endogenous expression of OPC genes is strongly reduced upon forced expression of Zfp276 in rat OGCs and CG4 cells and the Sox10-dependent activity of the associated regulatory regions is repressed by Zfp276 in luciferase reporter gene assays (Figure 7E–I). Zfp276 therefore is a new transcriptional regulator of oligodendroglial development that acts by repression of progenitor state determinants. In this study, we also characterized the exact DNA-binding preferences of Zfp276 on naturally occurring sites and on the sequentially mutated W-1 site. Comparison of all identified sites led to the Zfp276 consensus (5′-RAAAGGGYK-3′, R = A or G, Y = T or C and K = T or G). Nucleotide identities at the outermost positions are more variable than the core identities and one mismatch at positions 7 to 9 is compatible with binding (Supplementary Figure S3D). Screening of published Sox10-responsive ECRs and promoters of OL differentiation genes including the analyzed regions of the *Aatk/miR338*, *Mag, Mbp* and *Plp1* genes complemented by the *Myrf* enhancer ECR9, the *Cx47* promoter 1b and the *Cx32* promoter (19,44,45) did not identify any Zfp276 consensus sites. In contrast, all the analyzed regions of OPC maintenance and proliferation genes harbor experimentally validated Zfp276 binding sites that are highly conserved and completely match the consensus, or in case of the *Cspg4* intronic enhancer carry a single mismatch in an outer position. This suggests a requirement of direct Zfp276 binding to its target regions to fulfil its regulatory function as repressor of differentiation inhibitors and is an important step in identifying Zfp276 targets on a global scale. Genome-wide screening for the consensus binding site as well as ChIP-Seq experiments may identify further targets of Zfp276 during OL development.

Like Zfp276, the transcription factor Zeb2 influences glial differentiation and myelination not by activating the differentiation program but by terminating the progenitor cell program (37,46). In the CNS, Zeb2 was found to interact with Smad proteins, antagonize the Bmp and Wnt signaling pathways and thereby interfere with expression and function of various inhibitors of OL differentiation that are prevalent in OPCs, such as Hes1, Id2 and Id4 (37).

As Zeb2 and Zfp276 both function by repressing genes essential for the OPC state, we analyzed whether both proteins functionally interact. Here, we show that Zeb2 in addition to its previously determined functions also inhibits the Sox10-dependent activation of *Wnt7a* and *Tgfb2* gene regulatory regions and does so in cooperation with Zfp276 (Figure 9L–M). The joint effect is presumably mediated through physical interaction of the C-terminus of Zfp276 with Zeb2. The combinatorial action of both proteins could be important to effectively terminate the OPC state and thereby facilitate the transition to OL differentiation and upregulation of myelin genes during developmental myelination. In other tissues including the PNS, Zeb2 function was shown to depend on interaction with co-repressors such as CtBP1/2 or the NuRD complex (47–49). Therefore future experiments may tackle the question if Zfp276 function similarly depends on corepressor interactions. In Drosophila, where a massive expansion of ZAD zinc finger proteins from a single ancestor gene took place, several ZAD proteins are described to have architectural functions and support or block long-distance enhancer-promoter interactions (50,51). This may represent an additional mechanism for Zfp276 functions that deserves future analysis as well.

By identification and functional analysis of an intronic evolutionary conserved enhancer within the Zfp276 gene, we furthermore identified Zfp276 as a direct target of Sox10. In previous studies, Sox10 was shown to induce expression of factors that in turn modulate its own function during development of myelinating glial cells. This phenomenon was found for Oct6 and Egr2 in Schwann cells of the PNS and for Myrf in OLs. In most cases this interaction was a positive one, leading to synergistic activation of Sox10 targets (19,52–55). Instead Zfp276 appears to modulate Sox10 function by repressing its activity on target genes. The modulatory role of Oct6, Egr2 and Myrf furthermore involves direct interaction with Sox10. In case of Zfp276, however, no such direct interaction with Sox10 was detected. Sox10 enrichment at its target loci was also not changed upon overexpression of Zfp276 (Figure 8J). It thus seems that Zfp276 appears to inhibit Sox10 activity without direct physical contact.

While our results provide clear evidence that Zfp276 is downstream of Sox10, they cannot fully explain why Zfp276 is selectively expressed in OL and not in OPCs where Sox10 is equally present. Similar observations have previously been made for Oct6 and Myrf. It is therefore likely that additional factors have a critical influence on Zfp276 expression. To identify such additional regulators, we tested known transcriptional activators and inducers of OL differentiation, such as Nfatc2, Myrf and Znf24 for their ability to activate the newly identified *Zfp276* intronic enhancer. However, none increased the activity of the *Zfp276* enhancer alone or in synergism with Sox10 (data not shown). Interestingly, *Zfp276* transcript levels are only moderately upregulated during OL differentiation compared to Zfp276 protein levels (Figure 1A–L). This points to the relevance of post-transcriptional regulation of Zfp276 expression via stage-specific miRNAs. Using published miRNA expression data sets in combination with the miRNA target prediction program TargetScan (http://www.targetscan.org), we identified the OPC-enriched microRNAs *miR-145, miR-214* and *miR-497* as potentials Zfp276 regulators with binding potential to the 3′-UTR of *Zfp276* mRNA. Two of these microRNAs, *miR-145* and *miR-214*, have already been implicated in oligodendroglial differentiation by other studies (25,56–58). These miRNAs need to be experimentally validated regarding their impact on Zfp276 levels in oligodendroglial cells in future studies.

In demyelinating diseases such as multiple sclerosis, efficient remyelination is frequently not achieved because of a blockade of OPC maturation. Such a blockade may be caused by an inefficient exit from the OPC stage. Because of its relevance for leaving the OPC stage, Zfp276 may also influence the remyelination process. Zfp276 may even have a stronger effect on remyelination than on developmental myelination as previously observed for other transcriptional regulators of OL differentiation such as Klf9 and Olig1 (59–62). Future studies will have to tell whether this is the case.

## DATA AVAILABILITY

All data generated or analyzed during this study are included in this published article and its supplementary file or have been deposited in the GEO database (accession number GSE181044).

## Supplementary Material

gkac042_Supplemental_File Click here for additional data file.

# Supplementary material for: Transcription factor Zfp276 drives oligodendroglial differentiation and myelination by switching off the progenitor cell program
**Source:** Nucleic Acids Res. 2022 Feb 7;50(4):1951–68. doi: 10.1093/nar/gkac042
**Supplement:** gkac042_Supplemental_File

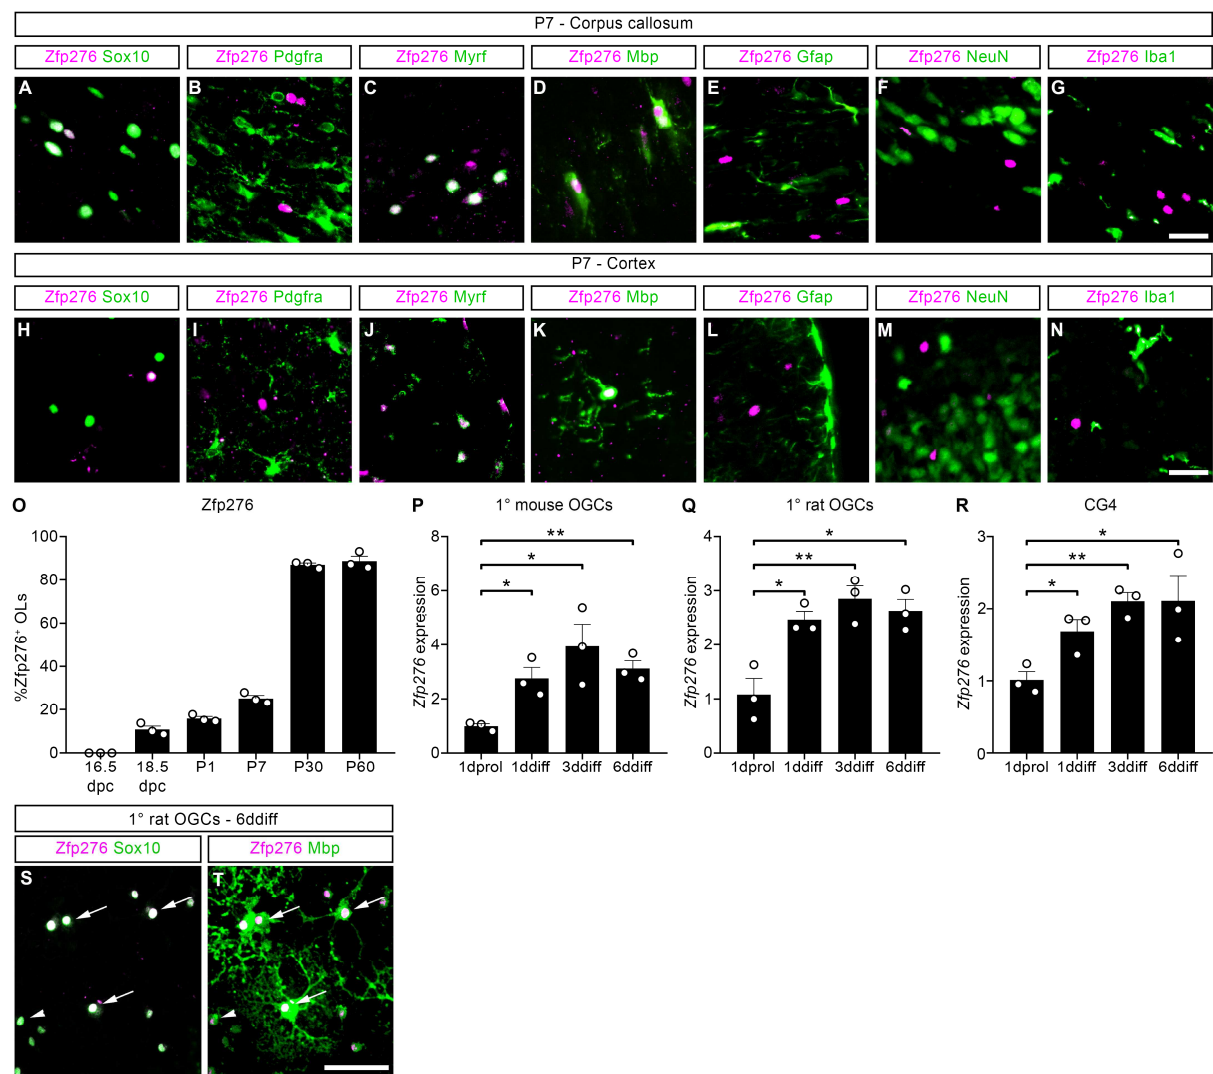

Supplementary figure S1: Expression study for Zfp276 in OGCs

(A-G, H-N) Representative immunohistochemical stainings of coronal sections of corpus callosum (A-G) and cortex (H-N) of wild-type mice at postnatal day 7 (P7) showing co-stainings of Zfp276 (magenta) with different cell type-specific markers (green): Sox10 (A, H) Pdgfra (B, I), Myrf (C, J), Mbp (D, K), Gfap (E, L), NeuN (F, M) and Iba1 (G, N). Scale bar: 25  $\mu$ m. (O) Quantification of Zfp276-positive OLS in transverse spinal cord sections from wild-type mice aged 16.5 dpc to P60 as shown in Figure 1 (A-L). (P-R) Determination of Zfp276 mRNA expression levels by quantitative RT-PCR in 1° mouse OGCs (P), 1° rat OGCs (Q) and the oligodendroglial CG4 cell line (R) under either proliferative (1dprol) or differentiating conditions for 1, 3 or 6 days (1ddiff, 3ddiff and 6ddiff). Expression levels were normalized to *Gapdh* and *Rpl8*. Ctrl values were arbitrarily set to 1 and relative expression was presented as mean values  $\pm$  SEM. Statistical analysis was performed with Student's two-tailed t-test (\*  $p \leq 0.05$ , \*\*  $p \leq 0.01$ , \*\*\*  $p \leq 0.001$ ). (S, T) Immunocytochemical staining of 6ddiff 1° rat OGCs for Zfp276 (magenta), Sox10 (S, green) or Mbp (T, green). Arrows indicate cells that are positive for Zfp276, Mbp and Sox10; arrowheads indicate a cell that is only positive for Sox10. Scale bar: 50  $\mu$ m.

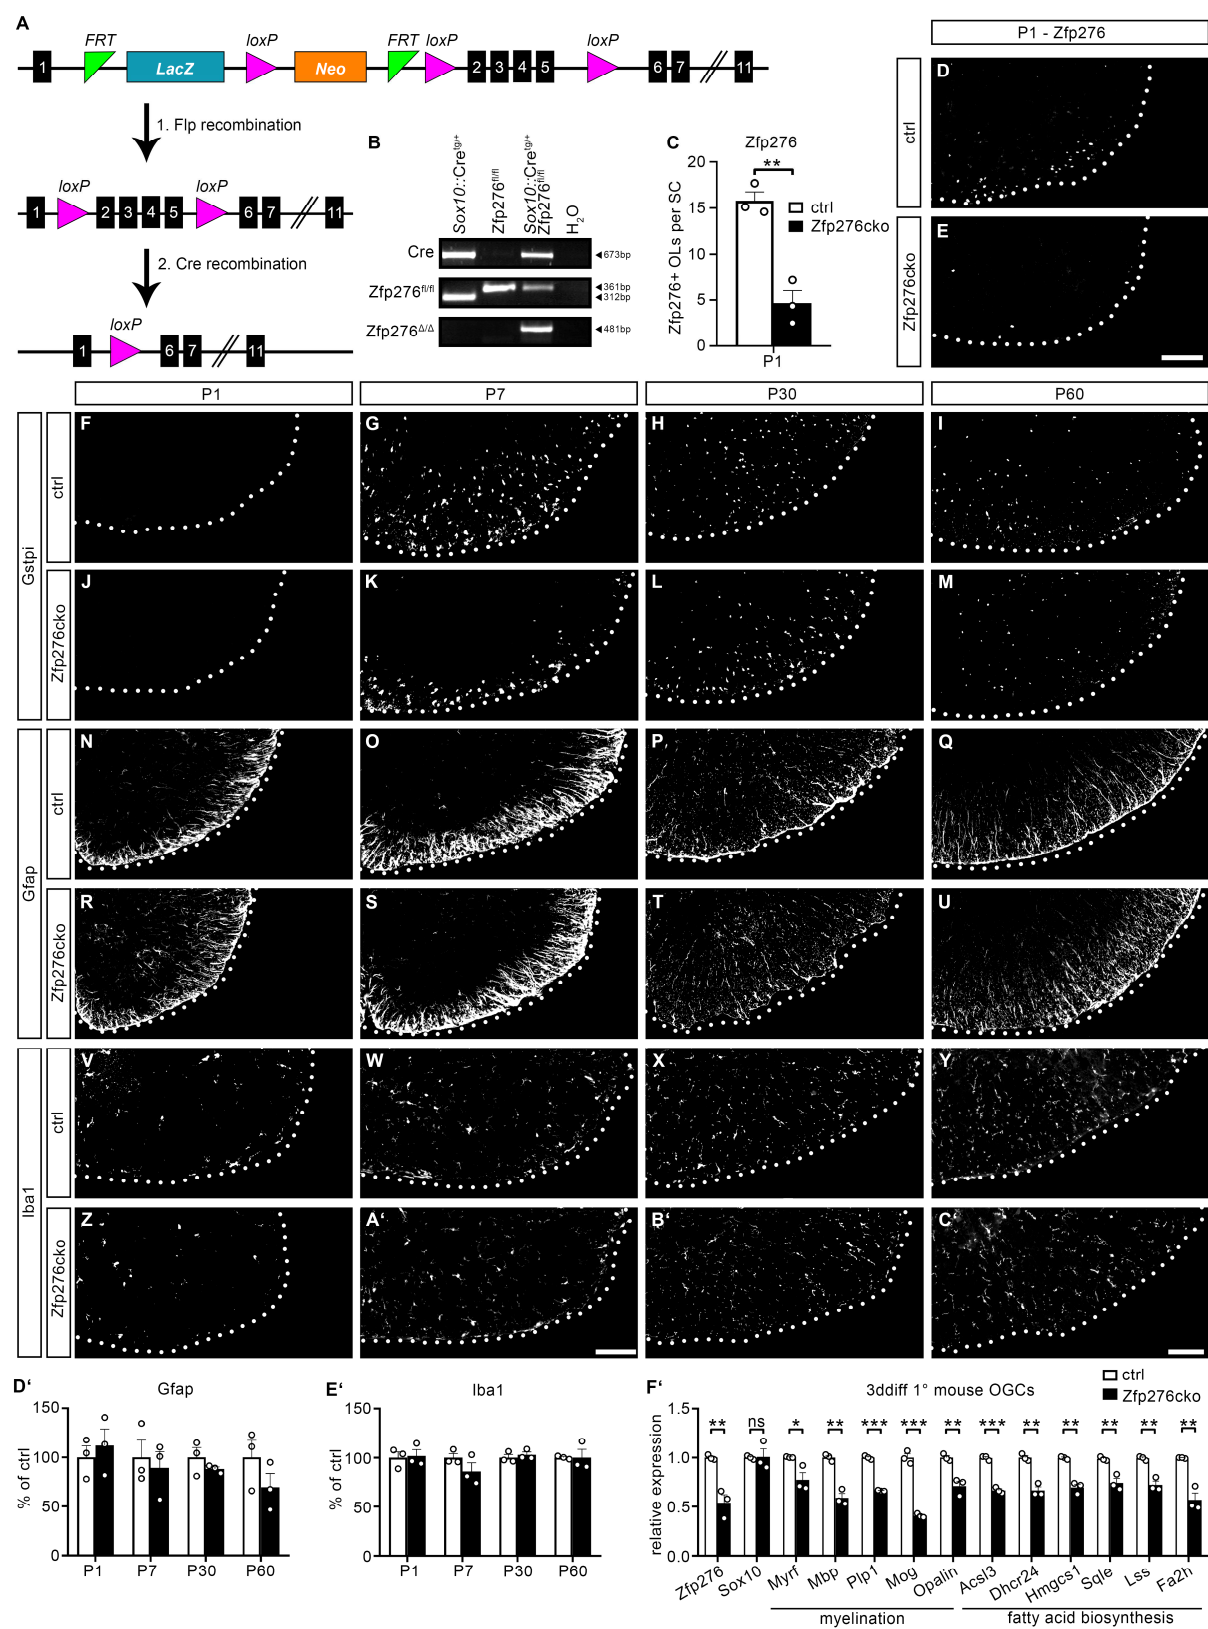

conditional deletion of exons 2 to 5 in the oligodendroglial lineage. **(B)** Representative genotyping PCR specific for the *Cre* transgene, the non-recombined *Zfp276<sup>fl</sup>* allele (upper band) or the *Zfp276<sup>wt</sup>* allele (lower band) and the recombined *Zfp276<sup>Δ</sup>* allele for the genotypes (*Sox10::Cre<sup>tg/wt</sup>*, *Zfp276<sup>wt/wt</sup>*), (*Sox10::Cre<sup>wt/wt</sup>*, *Zfp276<sup>fl/fl</sup>*) and (*Sox10::Cre<sup>tg/wt</sup>*, *Zfp276<sup>fl/fl</sup>*). **(C)** Quantification of Zfp276-positive OGCs in transverse spinal cord sections from ctrl (white bars) and Zfp276cko (black bars) mice at P1. **(D, E)** Representative immunohistochemical stainings at postnatal day P1 of ctrl and Zfp276cko mice stained with a Zfp276 antiserum. **(F-C')** Representative immunohistochemical stainings of P1 to P60 control (F-I, N-Q, V-Y) and Zfp276cko (J-M, R-U, Z-C') transverse spinal cord sections with antibodies against Gspti (F-M), Gfap (N-U), and Iba1 (V-C'). The ventral white matter is shown, placed on a black background. Scale bar 100  $\mu$ m. **(D', E')** Quantifications of immunohistochemical stainings of transverse spinal cord sections of control (white bars) and Zfp276cko (black bars) mice at P1 to P60 stained with antibodies against Gfap (D') and Iba1 (E'). For Gfap, the corrected total fluorescence was measured with ImageJ and the value of controls set to 100%. For Iba1, Iba1-positive cells were counted, and the numbers of the control set to 100%. Data represents mean  $\pm$  SEM. **(F')** Determination of transcript levels of selected candidate genes by quantitative RT-PCR in 1° mouse OGC cDNA of ctrl and Zfp276cko mice, which were differentiated for 3 days. Expression levels were normalized to *Gapdh* and *Rpl8*. Ctrl values were arbitrarily set to 1 and relative expression was presented as mean values  $\pm$  SEM. Statistical analysis was performed with Student's two-tailed t-test (\*  $p \leq 0.05$ , \*\*  $p \leq 0.01$ , \*\*\*  $p \leq 0.001$ ).

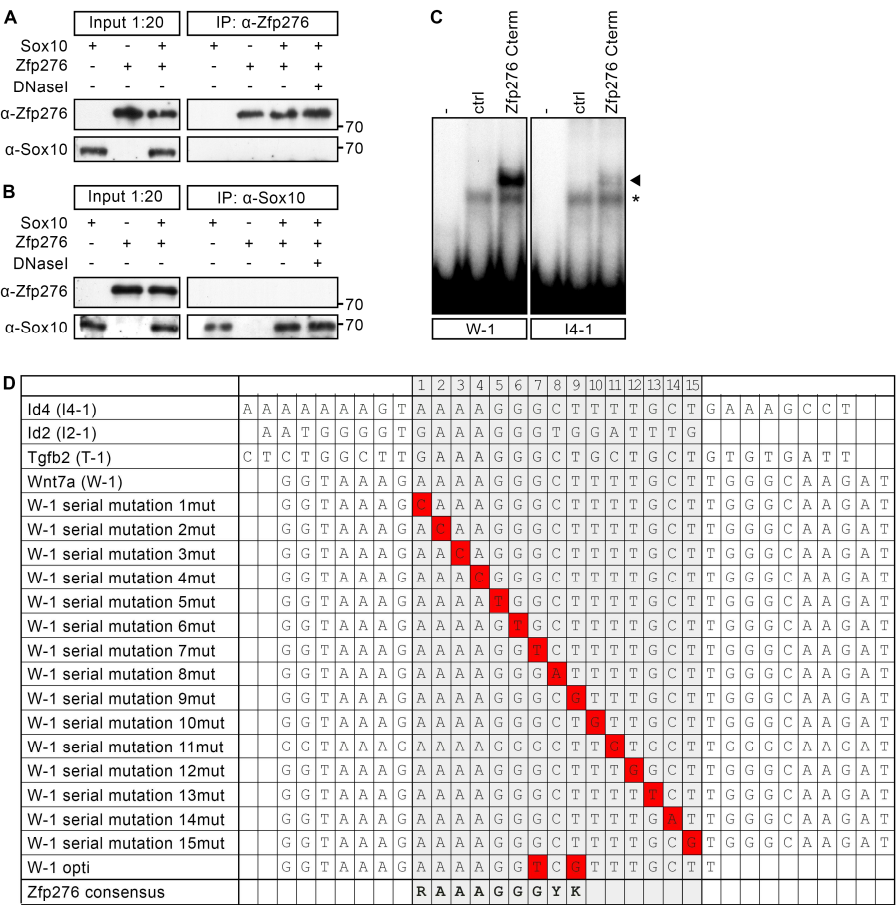

Supplementary figure S3: Zfp276 binds to specific Zfp276 binding sites within gene regulatory regions of its target genes

(A, B) CoIP experiments were performed with either an anti-Zfp276 (A) or anti-Sox10 (B) antibody using HEK293T lysates containing Zfp276, Sox10 or a combination in the presence or absence of DNaseI. The corresponding antisera were used to detect precipitated Sox10 and Zfp276. Numbers on the right indicated the position of co-electrophoresed size markers in kDa. (C) EMSAs using myc-tagged Zfp276 C-terminal fragment (myc-Cterm). Radiolabelled oligonucleotides containing the W-1 and I4-1 site were incubated either without cell lysate, with control lysates or with lysates containing myc-Cterm. Specific shifts are marked by an arrowhead, unspecific bands by an asterisk. (D) Oligonucleotide sequences used in EMSAs. Mutated bases are highlighted in red. The putative 15bp Zfp276 binding sequence is marked in gray. The derived Zfp276 binding consensus is depicted in bold type.

| Locus                                    | Primers                     |
|------------------------------------------|-----------------------------|
| <i>Cre</i> transgene                     | 5'-ATGCTGTTTCACTGGTTATG-3'  |
|                                          | 5'-ATTGCCCCTGTTTCACTATC-3'  |
| <i>Rosa26<sup>stopfloxedTomato</sup></i> | 5'-AAGGGAGCTGCAGTGGAGTA-3'  |
|                                          | 5'-CCGAAAATCTGTGGGAAGTC-3'  |
|                                          | 5'-CTGTTCTGTACGGCATGG-3'    |
|                                          | 5'-GGCATTAAAGCAGCGTATCC-3'  |
| <i>Zfp276<sup>fl</sup></i> allele        | 5'-GGCAACTGGGTGAGACGCAG-3'  |
|                                          | 5'-GCAATTCGGAAGTCTGTGGG-3'  |
| <i>Zfp276<sup>Δ</sup></i> allele         | 5'-GGTTAACAGCCTCCATGTGCA-3' |
|                                          | 5'-GCAATTCGGAAGTCTGTGGG-3'  |

**Supplementary table 1: Oligonucleotides used for genotyping.**

| Antibody/-serum              | Producer                  | Lot No.    | Cat. No.        | Dilution IHC | Dilution WB/ChIP | Dilution ICC/PLA | Citation |
|------------------------------|---------------------------|------------|-----------------|--------------|------------------|------------------|----------|
| rabbit anti-Zfp276           | self-made                 |            |                 | 1:500        | 1:2000/<br>1:125 | 1:1000           |          |
| guinea pig anti-Sox10        | self-made                 |            |                 | 1:500        |                  |                  | (30)     |
| rabbit anti-Sox10            | self-made                 |            |                 |              | 1:4000/1:<br>125 |                  | (31)     |
| goat anti-Sox10              | self-made                 |            |                 | 1:500        |                  |                  | (32)     |
| guinea pig anti-Myrf         | self-made                 |            |                 | 1:500        |                  |                  |          |
| rabbit anti-Myrf             | self-made                 |            |                 | 1:500        |                  |                  | (19)     |
| rabbit anti-cleaved Caspase3 | Cell Signaling Technology | 0043       | 9661            |              |                  | 1:200            |          |
| mouse anti-Gfap              | Chemicon                  |            | MAB3402         | 1:100        |                  |                  |          |
| chicken anti-GFP             | Aves Labs                 | GFP879484  | GFP-1020        |              |                  | 1:2000           |          |
| mouse anti-GFP               | Roche                     |            | 1181446000<br>1 |              | 1:4000           |                  |          |
| rat anti-GFP                 | Nacalai Tesque            | M7E5845    | 04404-84        |              |                  | 1:4000           |          |
| rabbit anti-Gstpi            | ENZO Life Sciences        | 8081910    | ADI-MSA-101-E   | 1:2000       |                  |                  |          |
| rabbit anti-Iba1             | WAKO                      | CAP4688    | 019-19741       | 1:200        |                  |                  |          |
| rabbit anti-Ki67             | NeoMarkers                | 9106S906D  | RM-9106         | 1:500        |                  |                  |          |
| rat anti-Mbp                 | Serotec                   | 120111     | MCA409S         | 1:500        |                  | 1:500            |          |
| mouse anti-myc               | Cell Signaling Technology |            | 2276S           |              | 1:4000           | 1:1000           |          |
| mouse anti-NeuN              | Chemicon                  | 19040027   | MAB377          | 1:500        |                  |                  |          |
| mouse anti-O4                | R&D systems               | HWW1115081 | MAB1326         |              |                  | 1:500            |          |
| rabbit anti-Olig2            | Millipore                 | 2060464    | AB9610          | 1:1000       |                  |                  |          |
| goat anti-Pdgfra             | R&D Systems               | HMQ0218081 | AF1062          | 1:50         |                  |                  |          |
| rabbit anti-Pdgfra           | Santa Cruz                | E-1210     | sc-338          |              |                  | 1:1000           |          |
| rabbit anti-phosphohistone3  | Upstate Biotech.          | 19046      | 06-570          |              |                  | 1:1000           |          |

| Antibody/-serum         | Producer | Lot No. | Cat. No. | Dilution IHC | Dilution WB/ChIP | Dilution ICC/PLA | Citation |
|-------------------------|----------|---------|----------|--------------|------------------|------------------|----------|
| goat anti-mouse-HRP     | KPL      | 130535  | 074-1506 |              | 1:2000           |                  |          |
| Protein A-HRP conjugate | Zymed    |         | 101023   |              | 1:2000           |                  |          |

**Supplementary table 2: Antibodies used for immunohistochemistry (IHC) and -cytochemistry (ICC), western blot (WB), Chromatin immunoprecipitation (ChIP) and Proximity ligation assay (PLA).**

| Transcript    | Primers                        |
|---------------|--------------------------------|
| <i>Zfp276</i> | 5'-GAGCTGCCACCATCTACAAG-3'     |
|               | 5'-GATGAGCTTCACGTGTCGCTG-3'    |
| <i>Id2</i>    | 5'-CCCGGTGGACGACCCGATG-3'      |
|               | 5'-CAGATGCCTGCAAGGACAGGATGC-3' |
| <i>Id4</i>    | 5'-CTGCGTTGGCCAGGTGT-3'        |
|               | 5'-AATTTCTGCTCTGGCCCTCC-3'     |
| <i>Tgfb2</i>  | 5'-AACACACCAAAGTCCTCAGC-3'     |
|               | 5'-TGGTCAGTGTTCCAGATCC-3'      |
| <i>Cspg4</i>  | 5'-GCATGAGATATCCTCTGAGCC-3'    |
|               | 5'-GAAGAGTACATCATGCCGACC-3'    |
| <i>Pdgfra</i> | 5'-CCTCCTTCTACCACTCAGC-3'      |
|               | 5'-GGAACAGGGTCAATGTCTGG-3'     |
| <i>Sox10</i>  | 5'-ACAGCAGCAGGAAGGCTTCT-3'     |
|               | 5'-TGTCTCAGTGCGTCCTTAG-3'      |
| <i>Myrf</i>   | 5'-CTGGAGACTCGCATTGATGA-3'     |
|               | 5'-GGGACCACTGGTGATGACTT-3'     |
| <i>Mbp</i>    | 5'-GCTTCAGACCATCCAAGAAGACC-3'  |
|               | 5'-GGACTACTGGGTTTTTCATCTTGG-3' |
| <i>Plp1</i>   | 5'-CAAACACCAGGAGCCATACAACA-3'  |
|               | 5'-GGATTGTGTTTCTTTGGAGTGG-3'   |
| <i>Mog</i>    | 5'-AGGCCTTGATTCTCTCTCTGC-3'    |
|               | 5'-GCTCCAGGAAGACACAACCATCA-3'  |
| <i>Opalin</i> | 5'-AGCCCGTAGAGGAGACTGAGA-3'    |
|               | 5'-TCTAGGCTCAGGCTGGGTACA-3'    |
| <i>Acsl3</i>  | 5'-AGCCCGCGGGTCTTAC-3'         |
|               | 5'-GATGGCAATCCACTCAGCAAC-3'    |
| <i>Dhcr24</i> | 5'-GTGAAGGGGTTGGAGTTCGT-3'     |
|               | 5'-CTCCATTCCCGACCTGTT-3'       |
| <i>Hmgcs1</i> | 5'-CTATGATTGCATTGGGCGGC-3'     |
|               | 5'-CCAGAGCATATCGTCCATCCC-3'    |
| <i>Sqle</i>   | 5'-GCTGCTATTTCCAGGCCAA-3'      |
|               | 5'-CCAGAGGGTGAGGAGACAAT-3'     |
| <i>Lss</i>    | 5'-TGCCTTTCTCTGGCCATG-3'       |
|               | 5'-AGGGGAATGGGGATCAGACA-3'     |
| <i>Fa2h</i>   | 5'-TCTGTCTCCTCTCTCCCTGC-3'     |
|               | 5'-CCCTTCTTGGCTTCAGGAGG-3'     |

| Transcript   | Primers                     |
|--------------|-----------------------------|
| <i>Rpl8</i>  | 5'-GTTCTGTACTGCGGCAAGA-3'   |
|              | 5'-ACAGGATTCATGGCCACACC-3'  |
| <i>Gapdh</i> | 5'-TCCAGTATGACTCTACCCACG-3' |
|              | 5'-CACGACATACTCAGCACCAG-3'  |

**Supplementary table 3: Oligonucleotides for quantitative RT-PCR.**

| Locus           | Primers                      |
|-----------------|------------------------------|
| <i>Wnt7a</i>    | 5'-TGAAGTGGGCTTGCAAAAA-3'    |
|                 | 5'-AGCCTCTGAAAGTGGAGCAG-3'   |
| <i>Id4</i>      | 5'-GATAAAGGAAGGCTTTCAGCAA-3' |
|                 | 5'-TTGGATGGTGTGGTGCAG-3'     |
| <i>Tgfb2</i>    | 5'-TTAGACTCCGTTGGTGGAC-3'    |
|                 | 5'-AAACAATCATCGGCACAGAC-3'   |
| <i>Cspg4</i>    | 5'-GACCATCTGTGAAAGAGACC-3'   |
|                 | 5'-GACAGAGGCGCGATTGTGCC-3'   |
| <i>Wnt7aneg</i> | 5'-GAAGATGTCTCATGGACAAC-3'   |
|                 | 5'-CAGTTTGGTATCAGGCATTG-3'   |
| <i>Tgfb2neg</i> | 5'-GAGTGTCTCATCTTCATCT-3'    |
|                 | 5'-CAAGGTCTTGGATGCCTATG-3'   |
| <i>Cspg4neg</i> | 5'-CACTGGGATTAGATCTGAGCC-3'  |
|                 | 5'-CTGACCTGAAGAGATTCCTGC-3'  |

**Supplementary table 4: Oligonucleotides for quantitative PCR in ChIP experiments.**

How the deposited data were processed for this re-analysis (not part of the article)

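RNA-Seq was performed on cultured 1° mouse OGCs after 3 days of differentiation, with 2 preparations of ctrl cells and 2 of Zfp276cko cells, each from 3 mice. The authors mapped reads to mm10 with STAR, counted uniquely mapped reads per gene with HTSeq on Ensembl genes, and deposited whole-number counts per gene symbol without normalization or filtering. The paper's text does not name the strand setting of the counting. The files hold 53465 genes under 53353 symbols, and 220 entries that share a symbol were kept as separate genes. The version of the Ensembl annotation was not checked against the files. Gene positions, exons, transcript sequences, GC content and gene length came from the GENCODE annotation of mm10, which covers 15495 of the 15766 tested genes (98.3%).

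Counted reads per library were 21311469 and 21068322 in ctrl and 25265366 and 26599809 in Zfp276cko cells. Between 22017 and 23677 genes per library had a count. A group in which all libraries had 3 counts or fewer was treated as at the floor, and a fold change against it was given as a lower bound. Floors and standard errors cover the libraries counted and not the sequencing of further mice.

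The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. Genes were kept by edgeR's filterByExpr function with its default settings, which left 15766 genes and 99.9% of the counts, and were normalized with TMM. The genotypes were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, without further covariates. A call needed an adjusted p of at most 0.05, an absolute log2 fold change of at least 0.6 and a mean normalized count of at least 20. The test, the thresholds, the gene lists and the rule for naming genes were set before the data were examined, with the paper's results known.

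The 12 gene lists cover myelin and oligodendrocyte genes, sterol biosynthesis, fatty acid and sphingolipid synthesis, interferon response, stress response, microglia, astrocytes, neurons, fibroblasts and vessels, OPCs, the cell cycle, and targets of SREBP2 outside the sterol pathway. They were tested with camera on the log counts at a preset correlation of 0.01, with fry, with camera at an estimated correlation and with preranked fgsea on DESeq2's Wald statistic. Smaller sets were genes the study names, OPC genes tested in the study, neighbours of Sox10, Zfp276 and Rosa26, and sex-linked genes. They were tested with camera, adjusted as a family of their own, and with fry without adjustment. Fisher's exact test of each list against the genes called by edgeR could not be run with 0 called genes. It was run on the genes called by DESeq2, a choice made after the data were seen.

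Genes named in the text are those that the paper names for its RNA-Seq or its qRT-PCR, the OPC genes it tests, Zeb2, members of the gene sets, and the 5 called genes with the largest fold change in each direction, of which there were none. Other genes were chosen after their values were seen, and the text says so. Some genes that this rule covers are not reported here.

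Alternatives were the size factors of DESeq2, no filter on low counts, at least 10 counts in every library, a replicate block, a correction for GC content and gene length (a loess trend with a span of 0.5), both of these together, DESeq2 with and without shrunken fold changes and independent filtering, an unadjusted p, calls without the threshold on fold change or mean, and leaving out each library in turn, which leaves 1 library in a genotype and gives values without a test. Chosen after the data were seen were edgeR's likelihood ratio test, its exact test, its quasi-likelihood test with the legacy setting off or robust, and limma voom without and with quality weights per genotype.

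The analysis was tested on simulated counts. Of 200 among 15766 genes changed by 2 on the log2 scale, the quasi-likelihood test recovered 100% when both genotypes had the spread of the Zfp276cko libraries, 90% with the pooled spread and 51.5% with the spread of each genotype. Of unchanged genes it called 1, 5 and 0. DESeq2 recovered 99.5%, 92% and 95.5% and called 0, 20 and 38 unchanged genes. Of 12 lists, 1 was called by camera when only the 61 interferon response genes were raised. In that simulation both genotypes had the spread of the Zfp276cko libraries, and genes varied independently. It therefore does not show how often camera calls unchanged lists in the counts of the study. A trend with GC content of 0.300 was reduced to −0.00089 by the correction. In the counts of the study, the slope of the log2 fold change per 10% of GC content was −0.0351 before the correction. After it the slope was −0.0267, so that a part of this trend stayed. GO terms, the qRT-PCR, reporter assays, stainings and spinal cord samples of the paper were not analysed here.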

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

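The test of SREBP2 targets and the test of Ch25h were both written down before their results were seen, while the tests of mature oligodendrocytes, of microglia and of differences between cultures and the oxysterol-responsive genes were chosen only after the result was seen.

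A signal appeared in genes that the paper does not discuss. Targets of SREBP2 outside the sterol pathway (5 of 6 listed genes were tested) had a median log2 fold change of −1.25 in Zfp276cko cells (adjusted p = 2.14e-07 from camera, 0.112 under fry and 0.305 with an estimated correlation). All 5 lay below both ctrl libraries in both Zfp276cko libraries, and DESeq2 called all 5 lower. Among them, Insig1 had a log2 fold change of −1.25. Leaving out each library in turn gave medians between −1.47 and −0.996. GC content and gene length were weighed as a technical explanation. With the correction for GC content and gene length the median was −1.27, so that such a trend as the whole cause is argued against. The median has the direction of that of the 20 sterol biosynthesis genes, −1.52, and lower SREBP2 activity remains a candidate explanation of both. The test could have come out the other way, but the genes were measured in the same 4 libraries. A loss of mature oligodendrocytes alone cannot be told apart from it for the sterol genes. The median of the sterol list lay below that of the myelin list by a difference of −0.77, and this difference ranged from −1.43 to −0.17 with 1 library left out, the weakest without ctrl replicate 1. A difference between the cultures other than genotype stays open, as there are 2 libraries per genotype and no other design factor to separate them.

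Ch25h, which encodes cholesterol 25-hydroxylase and lies on chromosome 19 of mm10 from 34473778 to 34475164, had a log2 fold change of 1.97 (standard error 0.20, adjusted p = 0.103 from edgeR's quasi-likelihood test, 2.65e-12 from DESeq2). It had 293 and 410 normalized counts in ctrl, and 1443 and 1317 in Zfp276cko cells. Leaving out each library in turn gave values between 1.75 and 2.22. The correction for GC content and gene length gave 1.98, so that such a trend as the whole cause is argued against. Adjusted p-values over the alternatives ranged from 2.31e-12 to 0.246. The hypothesis that an interferon response raises Ch25h, whose product suppresses SREBP2, needs a higher Ch25h and may account for the lower sterol genes. It rests on transcript levels alone, and no oxysterol was measured. The difference between the ctrl replicates goes against it. Compared with ctrl replicate 2, ctrl replicate 1 had higher interferon response genes (by a median of 1.745 on the log2 scale) together with a lower Ch25h and higher sterol genes (by 0.91) and SREBP2 targets (by 0.45). Of the genes chosen after their values were seen, Abca1 (1.19), Abcg1 (1.23, and 0.75 without ctrl replicate 1), Pltp (2.29), Mylip (0.78) and Srebf1 (0.76, and 0.40 without ctrl replicate 1), which respond to oxysterols, also had higher levels. Reads from microglia were weighed as a source. The microglia list had a median of 0.25, which was 0.65 without ctrl replicate 1 and 0.03 without ctrl replicate 2. Without ctrl replicate 1, Ch25h was at 1.75 and the microglial genes Mpeg1 (1.65), Ctss (1.49) and Fcgr3 (2.72) were nearly as high or higher, though Lyz2 (0.07) was not. Without ctrl replicate 2, Ch25h was at 2.22. Ctrl replicate 1 goes against microglia as the source. It had 20832 normalized counts of Mpeg1, against 21493 and 22187 in Zfp276cko cells, and 15983 of Ctss, against 10128 and 10209. Its counts of Fcgr3 (1641, against 151 and 159) and Lyz2 were also higher, while its Ch25h was the lowest. In the microglia list, 14 of 31 genes lay above both ctrl libraries in both Zfp276cko libraries. As the contrary values rest on ctrl replicate 1 alone, microglia as a source of Ch25h stay open. Whether genotype or another difference between the cultures lies behind the change was not tested.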

How the results depend on the processing

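All alternatives were set before the data were examined, apart from 6 settings of the test behind the call counts and the leaving out of libraries from DESeq2's calls, which were chosen after the values were seen.

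The counts of called genes changed the most. Against 0 lower and 0 higher genes, DESeq2 called 338 and 449, with shrunken fold changes 307 and 433, and without independent filtering 305 and 394. With an unadjusted p there were 475 and 805 by edgeR and 602 and 762 by DESeq2. Without a filter on low counts there were 0 and 8. The other alternatives with edgeR, namely the size factors of DESeq2, at least 10 counts in every library, the GC correction, the replicate block with and without it, and calls without the threshold on fold change or on mean, gave 0 and 0. Of the settings chosen after the values were seen, edgeR's likelihood ratio test called 268 and 428, its exact test 266 and 415, and limma voom with quality weights per genotype 72 and 133, while voom without weights and the quasi-likelihood test with the legacy setting off or robust called 0 and 0. The cause was not tested beyond the simulations under the other observations. Leaving out a library gives no calls, since 1 library would be left in a genotype. Of the genes called by DESeq2, between 284 and 320 lower and between 431 and 448 higher genes kept their direction and an absolute log2 fold change of at least 0.6 with a library left out. For the lower genes this was read from the 333 of 338 that edgeR tested.

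Zfp276 passed the threshold with DESeq2 (−1.98) and with shrunken fold changes (−1.77), and over all its alternatives the adjusted p ranged from 1.09e-14 to 0.246. It was −2.17 to −1.74 with a library left out. Sox10 kept its direction and stayed short of the threshold under every alternative run, between −0.146 and −0.070, and between −0.19 and −0.0056 with a library left out.

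The lists of myelin, sterol, fatty acid, interferon and stress response genes kept their direction under every alternative run, and camera's call held under every scaling and filter. With an estimated correlation the calls were lost for the lists of myelin genes (median −0.75, adjusted p = 0.121), sterol biosynthesis (−1.52, 0.318), fatty acid and sphingolipid synthesis (−0.38, 0.262), interferon response (2.69, 0.262) and stress response (0.21, 0.262). Under fry they were lost for the same lists except myelin, with 0.169, 0.112, 0.0871 and 0.0851. These settings change the test and not the medians. With a library left out, medians ranged from −0.77 to −0.57 (myelin), −1.999 to −0.91 (sterol, the weakest without ctrl replicate 1), −0.54 to −0.23 (fatty acid, the weakest without ctrl replicate 1), 2.14 to 4.04 (interferon, the highest without ctrl replicate 1) and 0.11 to 0.39 (stress, the highest without ctrl replicate 1).

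Values near 0 reversed their sign. With the replicate block, which pairs libraries by number, Gfap was at 0.046, Atp1b2 at 0.038, Xist at 0.032 and the astrocyte list at 0.046. With the block and the GC correction, Atp1b2 was at 0.026, Xist at 0.138 and the astrocyte list at 0.026. With the GC correction alone, Xist was at 0.047 and Nkx2-2 at −0.0028. The neuron list was at −0.033 with at least 10 counts in every library, a filter that leaves fewer genes. The causes of the others were not tested. The paper names no pairing of the preparations, and the deviations of paired libraries from their genotype's mean had a correlation of 0.0063 across genes, which are not independent replicates.

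Over 83 single genes and 995 alternatives, 899 kept direction and side of the threshold or, with a library left out, moved by less than the spread between replicates. A further 79 passed the threshold with DESeq2 or without the filter on low counts, 10 moved beyond the spread with a ctrl library left out, and 7 reversed in a test. For the 332 values with a library left out the criterion is weak. The spread is the standard deviation of the replicates, and leaving out a replicate seldom shifts a value by more. Values whose sign changed can meet it, such as Pdgfra (−0.13, and 0.21 without ctrl replicate 2). For the other 7 lists and 91 alternatives the numbers were 74, with 8 weaker, 2 stronger (the OPC list under the block, adjusted p = 0.0495, and under fgsea, 0.0455), 4 moved and 3 reversed. Leaving out a library changed the sign of 23 of 332 values of single genes and 5 of 28 values of the other lists, and of these the cell cycle list was at −0.059, the neuron list at −0.466 and the fibroblast and vascular list at 0.28 without ctrl replicate 1. The median log2 fold change of all genes was −0.0074, with the size factors of DESeq2 −0.023, and without a filter on low counts 0.017. The depth sets a floor of 3 counts, which limits the fold changes of Ifnb1 and Tgtp1 to lower bounds.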

Differences from the paper's values

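Chosen after the values were seen were limma voom and edgeR's likelihood ratio and exact tests. So was the quasi-likelihood test with the legacy setting off or robust. All other settings named here were set before the data were examined.

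The paper gives 311 genes lower in Zfp276cko cells, and the quasi-likelihood test of edgeR called 0 (475 at an unadjusted p of at most 0.05). Of the alternatives set before the data were examined, DESeq2 (338), DESeq2 with shrunken fold changes (307) and DESeq2 without independent filtering (305) came closest to the paper's value. The paper's methods name DESeq2. The edgeR alternatives with 0 calls, and the unadjusted p with edgeR (475) or DESeq2 (602), were farther from the paper's value. Of the settings chosen after seeing the values, the likelihood ratio test (268) and the exact test (266) of edgeR were also closer to it. Voom with quality weights per genotype (72) was farther from it. So were voom without weights and the quasi-likelihood test with the legacy setting off or robust, each with 0.

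The paper gives 434 genes higher in Zfp276cko cells, against 0 by the quasi-likelihood test (805 at an unadjusted p of at most 0.05). Among the alternatives set before the data were examined, DESeq2 (449), DESeq2 with shrunken fold changes (433) and DESeq2 without independent filtering (394) came closest to the paper's value. The other edgeR alternatives, which called between 0 and 8, and the unadjusted p with edgeR (805) or DESeq2 (762) were farther from it. The likelihood ratio test (428) and the exact test (415), chosen after seeing the values, were also closer to it. Voom with quality weights per genotype (133) was farther from it, as were the remaining settings chosen after seeing the values, each with 0.

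The paper names Zfp276, Myrf, Fyn, Cnp1, Mbp, Mog, Omg, Acsl3, Hmgcs1, Sqle and Sgms2 among the downregulated genes. All 11 were lower here, with 0 of them past an adjusted p of 0.05 in the quasi-likelihood test, where the smallest was 0.0962 (Zfp276), and 11 called lower by DESeq2 and 11 when adjusted over the list alone. The paper reports the threshold as a P-value in its results and as an adjusted P-value in its methods. The counts nearest its values came from an adjusted p, with DESeq2 and with edgeR's likelihood ratio and exact tests.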

Other observations

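Tests of sex, of a library counted more than once, of a shared pool of cells, of fibroblasts, of the Sox10::Cre BAC, of the neighbours of Zfp276, of microglia, of mature oligodendrocytes, of differences between cultures and of unequal spread were chosen only after the result was seen.

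Interferon response genes were higher in Zfp276cko cells. More microglia in the Zfp276cko cultures is argued against as the whole cause, because the 31 tested genes of the microglia list (of 33) had a median log2 fold change of 0.25 (adjusted p = 7.33e-04 from camera, 0.301 under fry), against 2.69 for the interferon response list. Of abundant microglial genes, Lyz2 had a log2 fold change of −0.56, Ctss of 0.05 and Mpeg1 of 0.65, and without ctrl replicate 1 these were 0.07, 1.49 and 1.65, when the interferon response list was at 4.04. The microglia median was 0.03 without ctrl replicate 2 and 0.65 without ctrl replicate 1. Deeper sequencing is argued against by a median of 2.71 with every library thinned to 21068322 counts, and a bias with GC content or gene length by a median of 2.66 after the correction. What stays open is a difference between the cultures other than genotype, for example an activation of interferon in the preparation. It cannot be told apart from genotype with 2 libraries per genotype. The paper also describes a Rosa26 allele with a tdTomato reporter in mice for 1° OPC cultures, used to recognize Zfp276cko newborns. Whether the Sox10::Cre transgene of Zfp276cko mice, this reporter or the loss of Zfp276 is behind the higher interferon response was not tested. The higher interferon level of ctrl replicate 1 shows that the response also varied between preparations of the same genotype.

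A lower share of oligodendroglial cells could lower myelin genes. The median log2 fold change of Sox10, Olig2, Olig1 and Nkx2-2 was −0.35, but the genes move apart. Sox10 (−0.09) and Nkx2-2 (0.05) were near 0 while Olig1 (−0.86) and Olig2 (−0.60) were lower. Whether the Sox10::Cre BAC touches the reading of Sox10 was not tested. Nkx2-2 was −0.11 without ctrl replicate 2. With 2 libraries per genotype this explanation cannot be told apart from a change within the cells. The lists of other cell types do not decide it, because their medians rest on which ctrl library is kept. The 21 tested astrocyte genes had a median of −0.05 (adjusted p = 0.494), which was 0.06 without ctrl replicate 1 and 0.33 without ctrl replicate 2. The 17 neuron genes had a median of 0.03 (adjusted p = 0.803), which was −0.47 without ctrl replicate 1 and 1.71 without ctrl replicate 2. The 34 cell cycle genes had a median of 0.20 (adjusted p = 0.00806, 0.569 under fry), with 31 higher and 3 lower, which was −0.06 without ctrl replicate 1 and 0.51 without ctrl replicate 2. No gene of the microglia, astrocyte, neuron, fibroblast and vascular or cell cycle lists is in another list or among the genes that the study names for its RNA-Seq or tests by qRT-PCR, although its stainings use markers from them, such as Gfap.

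Fibroblast and vascular genes (16 of 18 tested) were lower in Zfp276cko cells, with a median of −1.14 (adjusted p = 0.0219, 0.573 under fry). Without ctrl replicate 1 the median was 0.28, so that more fibroblasts in ctrl replicate 1 alone may account for the difference. Col1a1, chosen after its values were seen, had 2498 normalized counts in ctrl replicate 1 and 62.4, 73.5 and 48.5 in the other libraries.

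The paper proposes a role of Zfp276 as a repressor of OPC genes, from other experiments. Of the 6 OPC genes tested in the study, 1 lay above both ctrl libraries, Id2 with a log2 fold change of 0.62 (adjusted p = 0.153, and 0.0066 from DESeq2), and 1 lay below both, Cspg4 with −0.59 (−0.34 without ctrl replicate 2). The median of the 6 genes was −0.04 (adjusted p = 0.998). Members that go both ways leave open whether loss of a repressor is at work in these cultures. Zeb2, which the paper names elsewhere, had a log2 fold change of −0.12 (adjusted p = 0.645).

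The Zfp276 counts left in Zfp276cko cells were 25.6% of ctrl. Loss of the reads of exons 2 to 5 alone would leave 78.5%, and is argued against as the whole cause. Lower transcript levels from the recombined allele, by decay of the transcript or by loss of the intronic enhancer between exons 4 and 5, are candidate explanations that were not tested. Nor was a lower share of mature oligodendrocytes, where the paper finds Zfp276, ruled out as a contribution. The myelin and oligodendrocyte list had a median log2 fold change of −0.75. The paper relates the level that remained to incomplete deletion.

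The ctrl replicates differed more than the Zfp276cko replicates. Different shares of male and female mice are argued against as the whole cause, because 96.5% of 1790 genes at least 2-fold apart between the ctrl replicates with a known position are autosomal. Xist had 34352 and 16488 normalized counts in ctrl replicates 1 and 2, and Ddx3y had 320 and 851, so the shares did differ. The 5 sex-linked genes had a median log2 fold change of −0.09 between the genotypes. The Zfp276cko libraries as a library counted more than once is argued against by a chi-square per degree of freedom of 5.195 between them, where counting error alone gives 1. Whether they come from a shared pool of cells cannot be told apart from similar preparations. Their biological coefficient of variation was 0.0480, and no table holds a level that preparations of separate mice must reach.

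Genes near Sox10 were higher in Zfp276cko cells. The 11 tested neighbours (of 13) had a median of 0.30 (adjusted p = 0.0244 from camera), with 6 above and 1 below both ctrl libraries. Extra copies on the Sox10::Cre BAC may raise the genes nearest to Sox10. The 6 genes within 100 kb had a median of 0.35 and the 5 farther away of 0.14, a difference of 0.20 (exact permutation test over 462 splits, two-sided, p = 0.589). Polr2f (0.78) and Micall1 (0.74), both chosen after their values were seen, lie next to Sox10. The ends of the BAC were not used here, so that extra copies cannot be told apart from other causes.

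Of the 14 tested neighbours of Zfp276 (of 17), 2 lay beyond both ctrl libraries with an absolute log2 fold change of at least 0.6, Spata2l with −0.86 and Spire2 with 0.81 (0.37 without ctrl replicate 1). This is 14.3%, against 16.0% of all genes (Fisher's exact test, two-sided, p = 1). At any fold change, 6 of the 14 neighbours lay below and 4 above both ctrl libraries. Of all genes with a mean normalized count of at least 20, 51.1% lay beyond both, and the difference was not tested. The median of the neighbours of Zfp276 was −0.07, and that of the 3 neighbours of Rosa26 was −0.07. A flanking haplotype of the targeted allele cannot be told apart from chance with 2 genes past the fold change threshold.

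DESeq2 called 787 genes and the quasi-likelihood test 0. A candidate explanation is that the unequal spread of ctrl and Zfp276cko libraries gives false calls with DESeq2. In simulated counts with no gene changed and the spread of each genotype, DESeq2 called 0 genes. With 200 genes changed at this spread, 38 of the 229 genes it called were unchanged. After the result with no gene changed was seen, a spread that varies from gene to gene was added. With it, DESeq2 called 468 genes when no gene was changed. With 200 genes changed it called 676, of which 503 were unchanged, while the quasi-likelihood test called 0 and so missed all 200. The simulations go both ways and depend on the spread put in, so this stays open for the 787 genes. With every library thinned to 21068322 counts, DESeq2 called 323 lower and 404 higher.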
